# RNA polymerase I inhibition induces terminal differentiation, growth arrest, and vulnerability to senolytics in colorectal cancer cells

**DOI:** 10.1002/1878-0261.13265

**Published:** 2022-07-01

**Authors:** Christoph Otto, Carolin Kastner, Stefanie Schmidt, Konstantin Uttinger, Apoorva Baluapuri, Sarah Denk, Mathias T. Rosenfeldt, Andreas Rosenwald, Florian Roehrig, Carsten P. Ade, Christina Schuelein‐Voelk, Markus E. Diefenbacher, Christoph‐Thomas Germer, Elmar Wolf, Martin Eilers, Armin Wiegering

**Keywords:** CRC, CX5461, MIZ1, MYC, ribosome, RNAPOL1

## Abstract

Ribosomal biogenesis and protein synthesis are deregulated in most cancers, suggesting that interfering with translation machinery may hold significant therapeutic potential. Here, we show that loss of the tumor suppressor adenomatous polyposis coli (APC), which constitutes the initiating event in the adenoma carcinoma sequence for colorectal cancer (CRC), induces the expression of RNA polymerase I (RNAPOL1) transcription machinery, and subsequently upregulates ribosomal DNA (rDNA) transcription. Targeting RNAPOL1 with a specific inhibitor, CX5461, disrupts nucleolar integrity, and induces a disbalance of ribosomal proteins. Surprisingly, CX5461‐induced growth arrest is irreversible and exhibits features of senescence and terminal differentiation. Mechanistically, CX5461 promotes differentiation in an MYC‐interacting zinc‐finger protein 1 (MIZ1)‐ and retinoblastoma protein (Rb)‐dependent manner. In addition, the inhibition of RNAPOL1 renders CRC cells vulnerable towards senolytic agents. We validated this therapeutic effect of CX5461 in murine‐ and patient‐derived organoids, and in a xenograft mouse model. These results show that targeting ribosomal biogenesis together with targeting the consecutive, senescent phenotype using approved drugs is a new therapeutic approach, which can rapidly be transferred from bench to bedside.

**Abbreviations**
APC: adenomatous polyposis coli
CRC: colorectal cancer
GSEA: gene set enrichment analysis
Hb: hemoglobin
MTO: murine tumor organoids
MIZ1: MYC‐interacting zinc‐finger protein 1
NPM1: nucleophosmin
TT: primary CRC samples
Rb: retinoblastoma protein
rDNA: ribosomal DNA
POLR1A: RNA polymerase I subunit A
RNAPOL1: RNA polymerase I
NT: untransformed mucosa
WT: wild‐type

## 1 Introduction

Colorectal cancer (CRC) is one of the most frequent malignancies in industrial nations accounting for more than 1 million deaths worldwide per year [1]. There is an increasing number of reports showing that tumors exhibit varying dependencies for translation factors and ribosomal proteins opening potential therapeutic windows [2, 3, 4]. This also can be found in CRC [5, 6, 7].

Activation of the WNT signaling pathway—either by bi‐allelic loss or mutation of the tumor suppressor gene APC or activating mutations within beta‐catenin—is the molecular hallmark in virtually all CRCs [8]. One of the key features of activated WNT signaling is an upregulation of the MYC protooncogene, which drives DNA transcription via RNA polymerase II (RNAPOLII) [9]. In addition, MYC can accelerate the transcription of genes encoding translation initiation factors, ribosomal proteins, and ribosomal RNA (rRNA) [6, 10, 11]. In line with this, in the majority of cancers, an upregulation of rDNA transcription is found and the level of elevated rRNA expression correlates with patient prognosis [12, 13, 14].

Recent evidence shows that in CRC the ability of protein translation is limited to a subset of tumor cells, which reside adjacent to the tumor stroma, while cells within the tumor center lose the capacity for active protein synthesis and show a more differentiated phenotype [15]. Cancer cells with active protein translation are characterized by elevated levels of RNA Polymerase I subunit A (POLR1A), one of the key components of RNAPOL1. Depletion of POLR1A either by genetic approach or by using a degrader induces an irreversible growth arrest. Furthermore, high levels of POLR1A define a stemness compartment independent of LGR5 expression and drive *in vivo* tumor formation of LGR5 low cells. In addition, depletion of POLR1A in LGR5 high cells prevents tumor formation [15].

This impact of POLR1A translates into a therapeutic opportunity as RNAPOL1 activity is conversely required to maintain stemness in CRC. The small molecule CX5461 is a potent and selective inhibitor of RNAPOL1 function. Promising therapeutic effects have been shown for different malignancies including lymphoma and hematological cancer, and it is currently in phase I clinical trials [16, 17, 18].

By using human tumor samples, murine, and patient‐derived organoids, we show that RNAPOL1‐dependent rDNA transcription is strictly dependent on active WNT signaling. Consequently, inhibition of RNAPOL1 transcriptional activity by CX5461 disrupts ribosomal protein distribution and nucleolar formation leading to an irreversible growth arrest and to an induction of features of terminal differentiation and senescence in CRC cells *in vitro* and *in vivo*. This phenotype opens a therapeutic window for senolytic drugs to have an additional effect on CRC and possibly also other cancers.

## 2 Material and methods

### 2.1 Cell culture

DLD1, HT29, LS174T, and SW480 cells were cultured in RPMI 1640 (Thermo Fisher Scientific, 21 875 091, Dreieich, Germany), whereas HCT116 p53^+/+^, HCT116 p53^−/−^, and HEK293T cells were cultured in DMEM (Thermo Fisher Scientific, 41 966 052). All media was supplemented with 10% (v/v) heat‐inactivated fetal calf serum (FCS, Pan Biotech, P30‐2302, Aidenbach, Germany), 1% penicillin–streptomycin (Sigma, P4333, Taufkirchen, Germany). All cell lines were purchased from American Type Culture Collection. L17 R‐spondin‐producing cells were maintained in DMEM with 1 mg·mL^−1^ G418 (Sigma, 4 727 878 001). L17 R‐spondin cells were a gift from O. Sansom (Beatson Institute, Glasgow). The cultures were maintained in a humidified atmosphere with 5% CO_2_ at 37 °C (standard incubator conditions). Cells were validated by short‐tandem repeat genotyping (https://clsgmbh.de) prior to starting experiments. A test for mycoplasma contamination was performed regularly (Minerva Biolabs GmbH, Berlin, Germany). Cells were used for less than 20 passages after revitalization.

Where specified, the following reagents were added: doxycycline (Sigma, D9891), CX‐5461 (Sellekchem, S2684, München, Germany), Ouabain (Sigma,11 018–89‐6), Navitoclax (Sellekchem, S1001), THZ1 (Sellekchem, S7549).

### 2.2 Organoid culture

Isolation and culture of patient‐derived organoids were approved by the ethics committee of the University of Würzburg (#142/16‐ge). The study methodologies conformed to the standards set by the Declaration of Helsinki. The experiments were undertaken with the understanding and written consent of each subject. Isolation and culture of murine, and human patient‐derived organoids were performed as described elsewhere [19].

### 2.3 Lentiviral transduction and transfection

All shRNA experiments were carried out by stable lentiviral transduction. Lentiviruses were generated by transfection of HEK293T cells with pInducer10 (Trono Laboratory, N/A, Lausanne, Switzerland) or pGIPZ (Dharmacon, N/A, Schwerte, Germany) together with the packaging plasmids psPAX.2 (Trono Laboratory, Addgene 12 260) and pMD.2G (Trono Laboratory, Addgene 12259). shRNA sequences are listed in Table S1. shRNAs against Miz1 were selected as described by Fellmann. Infections were carried out using 8 μg·mL^−1^ polybrene (107 689, Sigma). Forty‐eight hours after infection, cells were selected with 2 μg·mL^−1^ puromycin (ant‐pr, Invivogen, Toulouse, France), and pools of selected cells were used for downstream analyses.

### 2.4 Cell viability assay and determination of IC50 values

Exponentially growing cells (5 × 103 cells/well in 200 μL of culture medium) were cultured in 96‐well flat‐bottom tissue plates (Greiner Bio‐One, Frickenhausen, Germany). The next day, the culture medium was replaced, and the cells were treated with CX‐5461 at concentrations from 10^−8^ to 10^−5^ m for 72 h under standard incubator conditions. Cell viability was determined by WST‐8 assay according to the manufacturer's instructions (PromoCell GmbH, Heidelberg, Germany). Absorbance was measured at 450 nm with a microplate reader. WST‐8 is reduced by cellular dehydrogenases to an orange formazan product that is soluble in the culture medium. The amount of formazan produced is directly proportional to the number of living cells. Based on absorbance values, the IC50 values (half‐maximal inhibitory concentration) and their 95% confidence interval were calculated with nonlinear regression fit to a sigmoidal dose–response curve using prism 5 statistical software (GraphPad Software, Inc., San Diego, CA, USA).

### 2.5 Colony formation assay

Cells (0.5–1.0 × 10^5^) were seeded on six‐well plates, fixed at the end of treatment with 4% formaldehyde, and stained with 0.25% crystal violet in 20% methanol. The culture plates were imaged using EVOS Cell Imaging System (ThermoFisher Scientific).

### 2.6 Flow cytometry analysis

For FACS using propidium iodide (Sigma, 81 845), cells were collected by trypsinization, washed with cold PBS, and fixed in 80% ethanol overnight at −20 °C. After washing with PBS, the cells were resuspended in PBS with RNase A (24 μg·mL^−1^) and propidium iodide (54 μm), and incubated for 30 min at 37 °C.

For FACS using annexin V and propidium iodide, the supernatant of the respective cultures was combined with cells collected by trypsinization and washed with cold PBS. Cell pellets were resuspended in 100 μL 1× annexin V‐binding buffer (10 mm HEPES pH 7.4, 140 mm NaCl, and 2.5 mm CaCl_2_) and 2 μL annexin V/Pacific Blue dye and incubated for 15 min at room temperature in the dark. Afterwards, 400 μL 1× binding buffer and propidium iodide (54 μm) were added, and the samples were stored cold and dark until analysis.

Subsequent analysis of all FACS experiments was performed on a BD FACSCanto II flow cytometer using bd facsdiva Software, Bio Science, Heidelberg,Germany).

### 2.7 Growth curve

1.8 × 10^3^ cells were seeded on a 96 well plate. Initial measurement as timepoint zero was done 16 h after seeding. Inhibitor/control vehicle treatment was started immediately before timepoint zero measurement. Seventy‐two hours medium was changed to inhibitor/control vehicle free medium after washing two times with PBS. Measurement was done with Operetta High Content Imaging System with 20× magnification in Brightfield mode every 24 h. Images were processed using harmony high content imaging and analysis Software (Keyence Deutschland GmbH, Neu‐Isenburg, Germany).

### 2.8 Immunofluorescence staining and high content imaging

For high content imaging, cells and organoids were cultivated in 96‐well plates (Greiner Bio‐One), for confocal microscopy cells were plated on coverslips. In the case of EdU pulse labelling, cells and organoids were pulsed with 5 μm EdU (Thermo Fisher Scientific) for 25 min immediately before fixation. Afterwards they were fixed in freshly diluted 3.7% paraformaldehyde in PBS for 10 min (cells) or 15 min (organoids). After washing with PBS, cells and organoids were permeabilized with 0.2% Triton X‐100/PBS for 10 min (cells) or 25 min (organoids) and blocked in 5% BSA/PBS for at least 1 h. In the case of EdU pulse labelling, after washing with PBS, EdU Click reaction was carried out according to the manufacturer's protocol (Click‐iT™ EdU Cell Proliferation Kit for Imaging, Thermo Fisher Scientific). Samples were stained with primary antibodies diluted in 5% BSA in PBS overnight at 4 °C and after rinsing with PBS, incubated with the corresponding fluorescence‐labeled secondary antibody for 1 h at room temperature. Nuclear counterstaining was performed using Hoechst 33342 (Sigma‐Aldrich, B2261) for 5 min or samples were mounted with ProLong Gold Antifade Reagent with DAPI (Cell Signaling Technology, Leiden, the Netherlands). For high content imaging, images were taken with an Operetta High Content Imaging System with 20× or 40× magnification. Images were processed using harmony high content imaging and analysis Software, r and prism9. In other cases, images were taken with a confocal laser scanning microscope (Zeiss LSM 780). Primary and secondary antibodies are listed in Table S2.

### 2.9 Immunohistochemistry

Immunohistochemistry was performed on 5‐μm paraffin sections according to standard procedures. Sections were deparaffinized with xylene and rinsed in decreasing concentrations of ethanol prior to unmasking by heating for 5 min with 10 mm sodium citrate buffer in a microwave oven at 600 W. Endogenous peroxidase was quenched with 3% hydrogen peroxide in methanol for 10 min. Sections were washed with PBS, blocked for 15 min in 1% goat serum, and incubated with primary antibodies overnight at 4 °C diluted in antibody diluent buffer (DAKO). Sections were washed and incubated with the corresponding HRP‐conjugated secondary antibody diluted in antibody diluent buffer (DAKOy) for 1 h. After development in 5% 3,3′‐diaminobenzidine (DAKO), and counterstaining with haematoxilin, the sections were dehydrated in graded ethanol and embedded *in Vitro* Clud (Langenbrinck). Antibodies used are listed in Table S2.

### 2.10 Immunoblot

Cells were lysed in pre‐cooled RIPA buffer (50 mm Tris buffer pH 7.5, 150 mm NaCl, 1% NP‐40, 0.5% sodium deoxycholate, 0.1% SDS; Sigma, P8340) and phosphatase inhibitors (Sigma, P5726 and P0044), and incubated for 30 min on ice with intermittent vortexing. The lysate was cleared by centrifugation, and protein concentration was determined using the BCA assay. Equal amounts of proteins were loaded on a polyacrylamide gel (SDS/PAGE), electrophoresed, and transferred to a PVDF membrane (Millipore, Darmstadt, Germany). Membranes were blocked for 1 h and probed using indicated primary antibodies in 5% BSA in PBS overnight at 4 °C. For visualization, the LAS4000 Imaging System was used (fuji). All antibodies are listed in Table S2.

### 2.11 Organoid viability assay

For analysis of the viability of human and murine organoids, organoids were mechanically disrupted and centrifuged at 700 ***g*** for 4 min. The supernatant was removed, and the organoid pellet was resuspended in the desired amount of Matrigel thoroughly. The same volume of organoid‐containing gel matrix was plated into wells of prewarmed 96‐well or 48‐well plate (Cellstar®, Greiner Bio‐one). CX‐5461 treatment was started 24–48 h after seeding, depending on the type of organoid and therefore the time necessary to set up small established organoids after the mechanical disruption. Desired concentration of inhibitor was added to the culture medium. After 96 h of treatment CellTiter‐Blue® solution (Promega, G8080, Walldorf, Germany) was added (10 μL per 50 μL medium—according to supplier's recommendation). After 4.5 h measurement was done using Mikroplate reader (Tecan, Spark, Männedorf, Switzerland).

### 2.12 Protein synthesis rates quantification

Protein synthesis rates were quantified using the Click‐iT Plus OPP Alexa Fluor 488 Protein Synthesis Assay Kit according to the manufacturer's instructions (Thermo Fisher Scientific). Cells were seeded on 12‐well plates (ibidi) and treated with 20 mm OPP for 30 min under normal culture conditions. The OPP accumulation was stopped by fixing the cells with 4.0% formaldehyde in PBS for 15 min at room temperature followed by permeabilization with 0.5% Triton X‐100 in PBS for 15 min at room temperature. Cells were mounted with ProLong Gold Antifade Reagent with DAPI (Cell Signaling Technology, 8961).

### 2.13 Quantitative PCR (qPCR)

Total RNA was extracted from 10^6^ cells with Trizol (Invitrogen Life Technologies), quantified (Nanodrop ND‐1000, Thermo Fisher Scientific) and assessed for RNA integrity (Experion, Bio‐Rad Laboratories, Feldkirchen, Germany). RNA (1 μg) was reverse transcribed using M‐MLV reverse transcriptase (Promega, M1701; 25 °C for 5 min, 37 °C for 60 min, 85 °C for 5 min). qPCR was performed with PowerUP SYBR Green qPCR MasterMix (Thermo Fisher Scientific). The cycler protocol was 2 min at 50 °C, 2 min at 95 °C, 40 cycles of 15 s at 95 °C, 60 s at 60 °C, and 5 min at 72 °C. Postamplification melting curves were controlled to exclude primer‐dimer artifacts and contaminations. The reference genes *PPIA* (peptidylprolyl isomerase A), *ACTB* (β‐actin), *B2M* (ß2 Mikroglobulin), *GAPDH* (Glycerinaldehyde‐3‐phosphate‐dehydrogenase) and *RPLO* (Ribosomal Protein Lateral Stalk Subunit P0) were used for normalization, and mRNA and rRNA expression levels were calculated with the ∆∆Cq method. Primer sequences are listed in Table S3.

### 2.14 RNA sequencing

For global gene expression analysis, total RNA was isolated from cells using the RNeasy Mini Kit (Qiagen, 74 106, Stockach, Germany) with on‐column DNase I digestion according to the instruction manual. mRNA was isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, Frankfurt am Main, Germany), and library preparation was performed with the NEBNext Ultra RNA Library Prep Kit for Illumina following the manufacturer's instructions. Libraries were size‐selected using Agentcourt AMPure XP Beads (Beckman Coulter), followed by amplification with 12 PCR cycles. RNA and final library quality, and concentration, were assessed on the Fragment Analyzer (Agilent, Santa Clara, CA, USA) by using Standard Sensitivity RNA Analysis Kit (Agilent). Libraries were sequenced on an Illumina Genome Analyzer IIx following the manufacturer's instructions.

For RNA‐sequencing analysis, reads were aligned to the human genome (hg19) with bowtie v.0.12.8 (Wolters Kluwer, Alphen aan den Rijn, the Netherlands) using default parameters. Mapped reads per gene (Ensembl GRCh37, release 74) were counted using the ‘summarizeOverlaps’ function in the GenomicAlignments R package. Nonexpressed genes were removed (mean read count per gene over all samples of > 1) and trimmed mean of *M*‐values normalization was performed using edger (https://bioconductor.org). GSEA was performed using the C2, C5, and Hallmark collections from the MSigDB v.6.0 with default parameters and 1000 permutations.

Original data and analyses are available at GSE with the numbers GSE204749 for RNA‐Seq of LS174t cells with CX5461 and GSE106858 for 2 APC(del)/APC(res) cells from [5].

### 2.15 SA‐β‐galactosidase staining

SA‐β‐gal staining was performed as former described: Cells were fixed in PBS buffer containing 4% (w/v) formaldehyde and 0.25% (w/v) glutaraldehyde for 15 min followed by three washes with PBS/MgCl_2_ (1 mm, pH 6.0). Next, cells were incubated in phosphate buffer pH 6.0 containing 1 mg·mL^−1^ 5‐bromo‐4‐chloro‐3‐indolyl‐b‐d‐galactopyranoside, 40 mm citric acid/sodium phosphate (pH 6.0), 5 mm potassium ferrocyanide, 5 mm potassium ferricyanide, 150 mm NaCl, and 2 mm MgCl_2_ for 17 h at 37 °C. After incubation, cells were washed three times in PBS followed by ethanol (70%, v/v) treatment. The culture plates were imaged using EVOS Cell Imaging System (ThermoFisher Scientific).

### 2.16 CRC xenograft studies

All animal studies were authorized by the local ethics committee (Government of Lower Franconia, Germany, animal license number 55.2–2532–2‐405), and mice were treated according to institutional and European Union guidelines. Female NMRI Nude (Rj:NMRI‐Foxn1nu/nu) mice at 10 weeks of age were purchased from Janvier Labs (Saint Berthevin, France) and were housed in groups of five animals per cage (Makrolon type III) with free access to sterile food and water. The cages were placed in ventilated filter cabinets with humidity and temperature control (Scanbur, Karlslunde, Denmark) within the specified pathogen‐free animal laboratory facility with a temperature of 22 °C, a humidity of 45%, and a 12 h light/12 h dark cycle.

To generate CRC xenografts, 2.0 × 10^6^ HCT116 cells resuspended in 200 μL phosphate‐buffered saline were injected subcutaneously into the left hind flank of athymic female NMRI‐Foxn1^nu^ (nude) mice aged 8–10 weeks with 24–27 g body weight (Janvier, Le Genest‐Saint‐Isle, France). Tumors were measured using calipers and tumor volume (in mm^3^) was calculated using the ellipsoid formula A2 × B × π/6, where A represents the smaller diameter [20]. When tumors reached a volume of ~ 50 mm^3^, mice were randomized into the vehicle (a mixture of DMSO (5%), cyclodextrin (5%), 1,2‐propanediol (10%) and dextrose (10%)) or CX‐5461 (Selleckchem) treatment groups. Mice in therapy groups were treated daily with 50 mg·kg^−1^ CX‐5461 dissolved in the vehicle by oral gavage until tumors reached tumor volume of ~ 600 mm^3^ (the endpoint of experiment). Ouabain (1 mg·kg^−1^ in PBS, Sigma) was administrated intravenously once daily three times weekly (Mo, Mi, Fr treatment with weekend rest). The tumor size and body weight of all animals were measured every day. All animal experiments were authorized by the local ethics committee, and mice were treated according to institutional and European Union guidelines.

### 2.17 Statistical analysis

Experiments were performed at least three times with replicate samples. Data are plotted as means ± SD (standard deviation). The means were compared using analysis of variance (ANOVA) plus Bonferroni's *t*‐test.

## 3 Results

To identify the therapeutic vulnerabilities of CRC cells, we engineered a bi‐allelic *APC* mutated CRC (APC^def^) cell line to re‐express full‐length APC (APC^res^) in a doxycycline‐dependent manner [5]. In this cell system, restoration of APC reduces the expression of the major WNT target gene *MYC*, and the capacity for anchorage‐independent growth is impaired. RNA‐sequencing (RNA‐Seq) with subsequent Gene Set Enrichment Analysis (GSEA) comparing APC^def^ vs. APC^res^ cells showed a significant regulation of WNT‐ and MYC‐associated gene sets, as expected [5]. In addition, gene sets comprising genes encoding the RNAPOL1 machinery were expressed at significantly higher levels in APC^def^ vs. APC^res^ cells (Fig. S1A). Similarly, RNA‐Seq analysis of publicly available data comparing human wild‐type (WT) mucosa to CRC samples and analysis comparing intestinal mucosa from wild‐type mice to mucosa from mice with a bi‐allelic deletion of APC revealed a significant induction of RNAPOL1‐related gene sets in CRC and in the APC‐deleted situation (Fig. 1A and Fig. S1B) [8, 21].

**Fig. 1:**
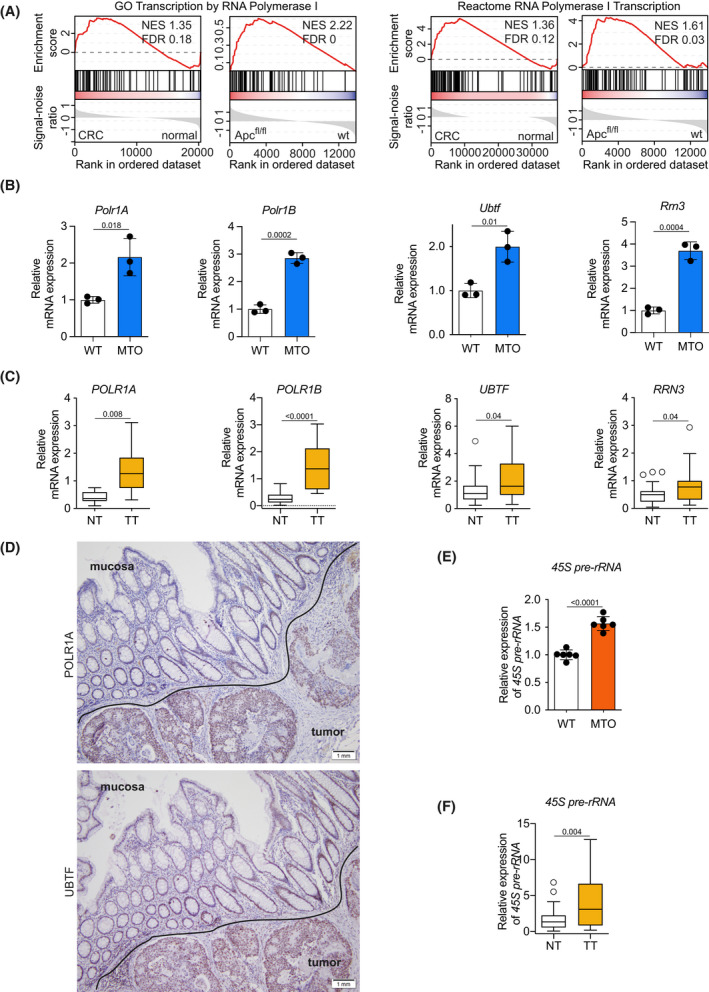
Oncogenic activation of WNT pathway upregulates RNAPOL1 machinery and its functional activity. (A) Gene Set Enrichment Analysis (GSEA) comparing human wild‐type mucosa to colorectal (CRC) samples from the ‘The Cancer Genome Atlas’ (TCGA) database (left enrichment plots) (*n* = 276) and analysis comparing intestinal mucosa from wild‐type mice to mucosa from mice with a bi‐allelic deletion of adenomatous polyposis coli (*Apc*; right enrichment plots; *n* = 3). Enrichment plots of indicated gene sets are displayed. Calculation of the normalized enrichment score (NES) is based on a weighted running sum statistic and computed as part of the GSEA methodology. A Kolmogorov–Smirnov test with 1000 permutations was used to calculate *P* values that were then corrected for multiple testing using the Benjamini–Hoechberg procedure (FDR). (B) mRNA expression of RNA polymerase 1 (RNAPOL1) subunits (*Polr1A and Polr1B*) and components of RNAPOL1 preinitiation complex (*Rrn3 and Ubtf*) in murine tumor organoids (MTOs) with *Apc* ^*def*^ *Tgfb* ^*del*^ *Kras* ^*mut*^ *Tp53* ^*del*^ relative to the expression in WT organoids analyzed via qPCR, representative of three independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test; error bars indicate standard deviation (SD). (C) mRNA expression of RNAPOL1 subunits (*POLR1A and POLR1B*) and components of RNAPOL1 preinitiation complex (*RRN3 and UBTF*) in human primary CRC samples (TT) in comparison to corresponding untransformed mucosa (NT) analyzed via qPCR. Data show mean ± SD (*n* = 8 individual patient samples for POLR1A and *n* = 28 for POLR1B, RRN3 and UBFT); unpaired, two‐tailed *t*‐test. (D) Immunohistochemical staining of POLR1A and UBTF in human CRC samples and corresponding untransformed mucosa (representative images of *n* = 10 biologically independent patients). Scale bars as indicated 1 mm. (E) Expression level of 45S pre‐rRNA in MTOs compared with WT organoids determined via qPCR. Data show the mean ± SD of six technical replicates. Results are representative of three independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (F) Expression level of 45S pre‐rRNA in human CRC tumor tissue (TT) compared with normal tissue (NT) samples determined via qPCR. Data show mean ± SD (*n* = 31 individual patient samples); unpaired, two‐tailed *t*‐test.

To validate these findings in a well‐defined genetic setting marked by APC loss, we took advantage of murine tumor organoids (MTOs) established from murine intestinal tumors bearing deletions or mutations in the four key human CRC driver genes *Apc*, *Kras*, *Tgfbr2*, and *Trp53* [22]. We determined the expression levels of the different RNAPOL1 subunits, *Polr1a* and *Polr1b*, and essential components of its preinitiation complex, *Ubf* (upstream binding transcription factor, Ubtf), and *Rrn3*, which is necessary to direct RNAPOL1 to rDNA promoters and start transcription. MTOs showed a significant upregulation of mRNA levels of RNAPOL1 subunits and of preinitiation complex factors relative to murine intestinal WT organoids (Fig. 1B). Analyzing the expression of the RNAPOL1 subunits in murine organoids that carry only an APC deletion, we observed a comparable upregulation arguing that loss of APC and therefore aberrant WNT pathway activation alone is sufficient to drive increased RNAPOL1 machinery expression (Fig. S1C). In line with this, we also found expression of RNAPOL1 subunits and associated factors upregulated in five different CRC cell lines (DLD1, HCT116, HT29, LS174t, SW480) harboring oncogenic activation of the WNT pathway by either APC or beta‐catenin mutation in addition to additional mutations in CRC associated genes, relative to normal colon mucosa [23, 24] (Fig. S1D). Similar results were obtained when comparing human primary CRC samples (TT) to corresponding untransformed mucosa (NT; Fig. 1C). Furthermore, histopathological staining for POLR1A and UBTF in human CRC samples revealed an enhanced expression of both proteins in tumors relative to normal mucosa. As reported before, we observed a zonation of POLR1A from higher levels at the border to lower levels in the tumor center [15]. Interestingly, in addition, we also found higher POLR1A and UBTF levels at the bottom of the crypts (Fig. 1D). Consistent with these findings, human CRCs showed elevated mRNA expression of all four subunits of RNAPOL1 relative to normal mucosa (Fig. S1E).

RNPOL1 transcribes rDNA within the nucleolus, resulting in a primary transcript, which is a large precursor rRNA (47S pre‐rRNA) that is rapidly processed to a second precursor, the 45S pre‐RNA. This precursor is ultimately cleaved into three rRNA components, 18S, 5.8S, and 28S [25]. In addition to increased expression levels of RNAPOL1 subunits and preinitiation complex‐associated factors (Fig. 1B–D), we found an upregulation of 45S pre‐rRNA expression in MTOs, CRC primary tumor samples (Fig. 1E,F), and CRC cell lines (Fig. S1F). We concluded, that in CRC, due to aberrant WNT pathway activation, RNAPOL1 machinery is highly expressed, and its transcriptional activity is heightened with a consecutive overexpression of corresponding rRNAs.

The increased transcriptional activity of RNAPOL1 machinery driven by activated WNT signaling implicates that inhibition of RNAPOL1 may offer a therapeutic window in CRC. Therefore, we studied the consequences of inhibition of RNAPOL1 transcription by taking advantage of the well‐characterized RNAPOL1 inhibitor CX5461 [26]. This small molecule is supposed, besides other modes of action, to inhibit RNAPOL1 transcription by perturbing the recruitment of SL1 to chromatin; SL1 is a multi‐component factor of the preinitiation complex that is necessary to direct RNAPOL1 to rDNA [26]. Treatment of LS174t cells with CX5461 for 24 h significantly reduced rDNA transcription as measured by 45S pre‐RNA expression (Fig. 2A). These findings were corroborated in MTOs in which levels of 45S pre‐rRNA were reduced by approximately 80% upon CX5461 treatment. In contrast, WT organoids show only a slight decrease in 45S pre‐rRNA levels after CX5461 treatment (Fig. 2A). The activity of RNAPOL1, quantified by the abundance of the 45S pre‐rRNA, is an important indicator of global protein synthesis rates [27]. Correspondingly, O‐propargyl‐puromycin incorporation into newly synthesized proteins was significantly reduced after treatment with CX5461 (Fig. 2B).

**Fig. 2:**
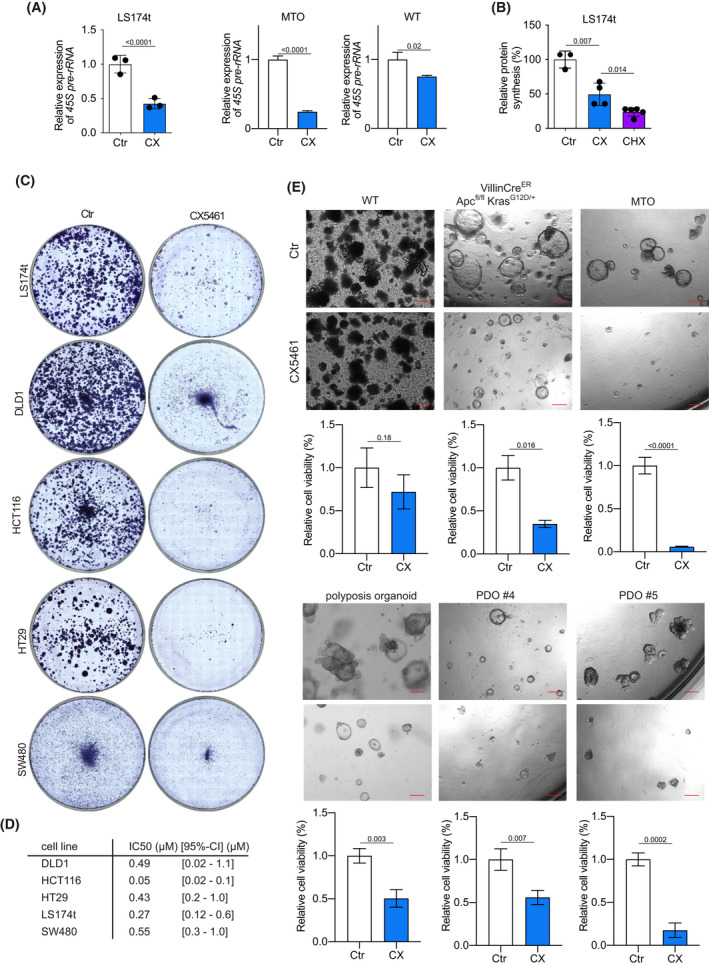
Small molecule CX5461 inhibits transcriptional activity of RNAPOL1 and impairs viability of CRC cells. (A) Expression level of 45S pre‐rRNA in LS174t cells (left plot) after 24 h of CX5461 treatment (CX, 500 nm) or treatment with a comparable volume of control vehicle (Ctr) analyzed via qPCR. Results are representative of three independent experiments, with similar results obtained; unpaired, two‐tailed *t*‐test; error bars indicate SD. Expression level of 45S pre‐rRNA in MTO (middle plot) or murine WT organoids (right plot) after 24 h of CX5461 (CX, 500 nm) treatment or treatment with a comparable volume of control vehicle (Ctr) analyzed via qPCR. Data show the mean of at least four biological replicates of each organoid line; unpaired, two‐tailed *t*‐test, error bars indicate SD. (B) Quantitative analysis of the immunofluorescence of O‐propargyl‐puromycin (OPP) incorporation to measure protein synthesis rate in LS174t cells treated with control vehicle (Ctr) and CX5461 (CX, 500 nm) for 3 days. Results are representative of three independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test, error bars indicate SD. (C) Crystal violet staining of LS174t, HCT116, DLD1, HT29, and SW480 cells after 5 days of treatment with CX5461 (500 nm) or a comparable volume of control vehicle. Images are representative of three independent experiments with similar results obtained. (D) Table showing IC50 of indicated cell lines determined via WST‐8 assay. (E) Growth of organoids after treatment with CX5461. WT organoids, VillinCre^ER^ Apc^fl/fl^ Kras^G12D/+^ organoids, MTOs, polyposis organoids, and two lines of patient‐derived tumor organoids (PDOs, #4 and #5) were grown for at least 12 h, then treated with CX5461 (CX, 250 or 500 nm, respectively) or control vehicle for at least 72 h. Upper panel: Representative pictures of one organoid line of each genotype. Scale bars, 200 μm. Lower panel: Viability of organoids treated as described. Assessed using CellTiter‐Blue assay. Data show the mean of four biological replicates of WT, VillinCre^ER^ Apc^fl/fl^ Kras^G12D/+^, and MTO organoids and five biological replicates for polyposis organoid, PDO #4 and #5, error bars indicate SD.

To show that CX5461 is selective for RNAPOL1, phosphorylation of serine 2 of RPB1, the largest subunit of the RNAPOLII complex, was determined by immunoblotting. The C‐terminal domain of RNAPOLII contains several repeats of a heptameric structure (YSPTSPS). While phosphorylation of serine 5 within these repeats is associated with RNAPOLII transcription initiation, serine 2 is phosphorylated during promoter‐proximal pause release and RNAPOLII elongation [28]. The treatment with THZ1, a selective CDK7 inhibitor, clearly reduced phosphorylation of serine 2, while treatment with CX5461 did not (Fig. S2A). In addition, we evaluated the effect of CX5461 on RNAPOLIII, which transcribes a range of short noncoding RNAs including 5S rRNA and 7SL RNA. Incubation with CX5461 for 24 h did not change 5S rRNA and 7SL RNA levels (Fig. S2B).

Next, we tested the impact of CX5461 on the viability of several CRC cell lines harboring different mutations, and murine and patient‐derived organoids. Treatment with CX5461 dose‐dependently decreased cell viability in all cell lines tested with IC50 values in the nanomolar range (Fig. 2C,D). Whereas CX5461 treatment had minor effects on the viability of organoids established from WT mucosa, it dramatically reduced the growth of murine VillinCre^ER^Apc^fl/fl^ Kras^G12D/+^ organoids and MTOs (Fig. 2E). In line with this, CX5461 treatment of organoids established from a patient harboring a germline APC mutation, and two patient‐derived tumor organoids (PDO) showed significant growth inhibition (Fig. 2E). Together, these results indicate that RNAPOL1 inhibition by CX5461 may open a therapeutic window in CRC.

To evaluate the impact of CX5461 on gene expression, we performed RNA‐Seq from LS174t cells incubated with CX5461 for 6, 24, or 72 h. 

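LS174T is a human colorectal cancer cell line, and CX5461 is a small molecule that blocks the transcription of ribosomal DNA by RNAPOL1. RNA was sequenced from cells kept in 500 nM CX5461 for 6, 24 or 72 h and from untreated cells, with 3 biological replicates per group and 12 libraries in all. The legend of Fig. 3 names a control vehicle, whereas the labels give a single untreated group at 0 h. All comparisons with untreated cells therefore share the same 3 libraries. Time in culture is not separated from time in CX5461. Poly(A) RNA was made into libraries with the NEBNext Ultra kit, which keeps no mark of the strand. The paper names bowtie as the aligner and a Genome Analyzer IIx as the sequencer. The submitters' processing notes name Bowtie2 2.2.7, and the labels name another Illumina sequencer. The authors aligned the reads to hg19, counted them per Ensembl gene of GRCh37 with summarizeOverlaps and removed genes with a low mean count. The total count per library was 3335444 to 3635901 (median 3575093) in untreated cells, 3167795 to 3624877 (median 3430586) at 6 h, 2876149 to 3343182 (median 3244007) at 24 h and 3450769 to 3538783 (median 3515111) at 72 h.
The raw counts of 20049 genes were analysed after TMM normalization, and the 19785 genes with a mean count over 1 were tested with edgeR's quasi-likelihood test in a single fit of all 12 libraries, with Benjamini-Hochberg adjustment. Its p-values measure the spread between 3 biological replicates, and the common biological coefficient of variation was 36%. In simulated counts with the same depth and spread, 200 genes with a mean count of at least 10 were changed. Among these, the test recovered 7 to 10% of genes with a log2 fold change of 1 and 52 to 64% of genes with a log2 fold change of 2. Where more genes change, the adjusted threshold is less strict, so these shares may not hold at 72 h. CDKN1A, which encodes p21CIP1, and RRN3, an initiation factor of RNAPOL1, have no row among the genes analysed here. The correlation of a library's counts, relative to the mean of all libraries, with the GC content of 7816 genes was 0.21, -0.40 and -0.38 in the untreated replicates 1, 2 and 3 and -0.45, -0.46 and -0.05 at 6 h. It was 0.34, -0.30 and 0.29 at 24 h and 0.28, 0.53 and 0.38 at 72 h. The counts of IGF2R, scaled to the library total (CPM), ranged from 317 to 18148 in untreated cells, from 270 to 63202 at 6 h, from 1991 to 33906 at 24 h and from 374 to 5938 at 72 h. Those of LINGO1 moved with them at a ratio of 0.52 to 0.59.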

GSEA showed an enrichment of genes associated with cell cycle arrest, a differentiated, intestinal cell phenotype, and features of senescence upon CX5461 treatment (Fig. 3A). Conversely, gene sets of cell cycle progression were suppressed. These shifts in gene expression became more prominent over time; in particular, the increase in expression of differentiation‐associated genes mainly emerged after 72 h of treatment (Fig. 3A–C). 

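After 72 h in CX5461, targets of p53 and markers of senescence were higher than in untreated cells. Of 27 targets of p53, 15 were higher and none was lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (21 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 1.39. GDF15, which encodes a stress-induced cytokine and lies on chromosome 19 of GRCh37 from 18485541 to 18499986, had 4843 ± 1034 normalized counts (SD, n = 3) at 72 h and 454 ± 67.3 (SD, n = 3) in untreated cells. This is a log2 fold change of 3.42 (standard error 0.34, adjusted p = 7.51e-05 from edgeR). PLK2, a kinase induced by p53, had a log2 fold change of 2.53 (standard error 0.30, adjusted p = 0.000261 from edgeR). The antiproliferative factor BTG2 had a log2 fold change of 2.03 (standard error 0.32, adjusted p = 0.00315 from edgeR). For each of these genes, every library at 72 h lay above every untreated library. Chance parts 3 libraries from 3 in this or the other direction in 10% of comparisons. PMAIP1, which encodes the apoptosis promoter NOXA and was singled out after its values were seen, was the lower member, with a log2 fold change of -0.83 (standard error 0.31).
Of 18 markers of senescence and of its secretory phenotype, 5 were higher and none was lower (9 higher when adjusted over the list alone), and the median log2 fold change was 1.16. The chemokine genes IL8 and CXCL1 had log2 fold changes of 3.35 (standard error 0.40, adjusted p = 3e-04 from edgeR) and 1.69 (standard error 0.29, adjusted p = 0.0042). GDF15 and CDKN1A belong to both lists, and CDKN1A was not measured. With each library's trend with GC content and gene length removed, an alternative added after the data were seen, the medians of the lists at 72 h were 1.06 for p53 targets and 1.12 for senescence.
At 6 h, none of the p53 targets passed edgeR's test over all genes and 6 were higher when adjusted over the list alone, with a median of 0.54. Among them were BTG2 with a log2 fold change of 1.67 and PLK2 with 1.53. At 24 h, 10 p53 targets were higher (19 higher and 1 lower when adjusted over the list alone), with a median of 1.36. The senescence list had a median of 0.04 at 6 h and of 1.10 at 24 h, where 3 members were higher (5 when adjusted over the list alone). The set test camera, which compares a list with all other genes at a preset correlation of 0.01, gave the p53 targets an adjusted p of 5.44e-16 at 6 h, 1.94e-18 at 24 h and 8.81e-19 at 72 h (adjusted p = 0.014, 0.0095 and 0.00323 with an estimated correlation). It gave the senescence list an adjusted p of 0.716 at 6 h, 5.84e-08 at 24 h and 3.3e-11 at 72 h (adjusted p = 0.832, 0.0212 and 0.00601 with an estimated correlation).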

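Genes of the G1/S transition and DNA replication, and genes of mitosis, were lower after 72 h in CX5461 than in untreated cells. Of 46 genes of G1/S and DNA replication, 26 were lower and none was higher at an adjusted p under 0.05 from edgeR (38 lower when adjusted over the list alone). All 46 had a log2 fold change below 0, with a median of -1.11. UHRF1, which maintains DNA methylation through replication, had 94.2 ± 14.7 normalized counts (SD, n = 3) at 72 h and 314 ± 73.2 (SD, n = 3) in untreated cells, a log2 fold change of -1.73 (standard error 0.24, adjusted p = 0.00121 from edgeR). DTL, a factor of a replication-coupled ubiquitin ligase, had a log2 fold change of -1.97 (standard error 0.31, adjusted p = 0.00261), and CDC7, a kinase that starts replication, one of -1.49 (standard error 0.24, adjusted p = 0.00336).
Of 39 genes of G2/M and mitosis, 15 were lower and none was higher (31 lower when adjusted over the list alone), and the median log2 fold change was -1.10. The mitotic motor KIF11 had a log2 fold change of -1.54 (standard error 0.23, adjusted p = 0.00205 from edgeR) and the kinetochore protein CENPF one of -1.46 (standard error 0.24, adjusted p = 0.00419). For the proliferation marker MKI67 it was -1.38 (standard error 0.27, adjusted p = 0.00949), and the adjusted p was 0.067 without untreated replicate 3 and 0.0526 without CX5461 72 h replicate 2. With the trend with GC content and gene length removed, the medians at 72 h were -1.21 for G1/S and -1.0 for G2/M.
At 6 h no member of either list passed edgeR's test, and the medians were -0.08 for G1/S and 0.07 for G2/M (adjusted p = 0.492 and 0.5 from camera). Without untreated replicate 1 camera called G1/S lower at 6 h (-0.12, adjusted p = 0.0408), and without CX5461 6 h replicate 3 it called G2/M higher (0.19, 0.00107). At 24 h, 11 genes of G1/S were lower (32 when adjusted over the list alone) and their median was -0.92. No gene of G2/M passed edgeR's test over all genes at 24 h (13 lower when adjusted over the list alone), with a median of -0.63, whereas DESeq2 called MKI67 lower (-0.82, adjusted p = 0.0312). Against all other genes, camera gave G1/S an adjusted p of 1.65e-30 at 24 h and 1.61e-34 at 72 h (adjusted p = 0.0095 and 0.00377 with an estimated correlation). For G2/M it gave 4.37e-11 at 24 h and 1.5e-24 at 72 h, and with an estimated correlation the adjusted p was 0.101 at 24 h and 0.0238 at 72 h.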

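Cells at 24 h and at 6 h, and cells at 72 h and at 24 h, were compared directly. By the set test camera, the list of G1/S genes was lower at 24 h than at 6 h, and the lists of goblet and absorptive cell markers were higher at 72 h than at 24 h. Fig. 3B of the paper, which shows the same libraries at 72 h, had been seen when these lists were drawn up. It marks their members SPINK4, REG4, MUC2, PLAC8 and KRT20. The set tests of the goblet and absorptive lists at 72 h are therefore not independent of it, and none was run without these genes. The median of the G1/S genes was lower by a log2 fold change of -0.94 at 24 h than at 6 h (adjusted p = 5.32e-30 from camera, 0.0211 with an estimated correlation). Between 72 and 24 h it differed by -0.11 (adjusted p = 0.103), and camera called it lower with upper quartile scaling (-0.22, adjusted p = 0.0201), DESeq2 (-0.15, 0.0416), filterByExpr (-0.15, 0.02), a mean count over 10 (-0.17, 0.0129) and without CX5461 24 h replicate 2 (-0.21, 0.00114). It was also called lower with the settings added after the data were seen, which are the GC correction (-0.23, 0.00427), the same with a block (-0.24, 0.0026), the 3 libraries highest in IGF2R left out (-0.22, 0.00123) and the share of IGF2R and LINGO1 as a covariate (-0.25, 0.00269). The p53 targets were higher at 24 h than at 6 h by a median of 0.58 (adjusted p = 5.68e-06 from camera; adjusted p = 0.0689 with an estimated correlation). Between 72 and 24 h their median was 0.08 (adjusted p = 0.453) and its sign was not stable, with -0.04 under upper quartile scaling, -0.01 with a mean count over 10 or without CX5461 24 h replicate 2, and -0.02 without the 3 libraries highest in IGF2R or with the covariate. Markers of goblet cells, the mucus-secreting cells of the intestine, were higher by a median of 0.64 at 24 h than at 6 h (adjusted p = 0.000414 from camera, 0.0266 with an estimated correlation). They were higher by a further 0.40 at 72 h than at 24 h (adjusted p = 1e-06, 0.00542 with an estimated correlation). Markers of absorptive cells were higher by a median of 0.42, or 0.45 with 1 gene near 0 left out, at 24 h than at 6 h (adjusted p = 0.0223 from camera; adjusted p = 0.0689 with an estimated correlation, 0.0579 without CX5461 6 h replicate 3, 0.0767 without CX5461 24 h replicate 2 and 0.114 without the 3 libraries highest in IGF2R). They were higher by 0.92 at 72 h than at 24 h (adjusted p = 3.4e-07, 0.00542 with an estimated correlation).
REG4, a secreted lectin of goblet and enteroendocrine cells, had 2287 ± 98.4 normalized counts (SD, n = 3) at 72 h and 230.3 ± 41.9 (SD, n = 3) at 24 h, a log2 fold change of 3.31 (standard error 0.32, adjusted p = 0.00041 from edgeR's quasi-likelihood test). SPINK4, a peptide of goblet cells, was higher by 3.53 (standard error 0.36, adjusted p = 0.000631 from edgeR) and the adhesion molecule CEACAM5 by 2.88 (standard error 0.32, adjusted p = 0.00114). In all, 81 genes were higher and 29 lower at 24 h than at 6 h, and 10 were higher at 72 h than at 24 h. A model of the 2 compared groups gave 14 higher and none lower at 24 h than at 6 h, and 17 higher at 72 h than at 24 h. DESeq2 gave 414 higher and 416 lower at 24 h than at 6 h and 137 higher at 72 h than at 24 h, and edgeR's exact test 244, 186 and 68. With the covariate the counts were 501, 367 and 65. No gene was lower at 72 h than at 24 h by edgeR, with 806 lower at an unadjusted p under 0.05, 41 by DESeq2 and 5 by edgeR's exact test.
Without CX5461 6 h replicates 1 and 2 in turn, the genes higher at 24 h than at 6 h numbered 27 and 41 and the lower genes 3 and 6. Without CX5461 24 h replicates 1, 2 and 3 the lower genes numbered 4, 8 and 2, and without replicates 1 and 3 the higher genes 35 and 34. Without untreated replicates 2 and 3 and CX5461 72 h replicates 2 and 3 the lower genes numbered 12, 13, 16 and 11. The genes higher at 72 h than at 24 h numbered 26 without CX5461 6 h replicate 1, 17 without CX5461 6 h replicate 3 and 5 without CX5461 24 h replicate 2 or 3. Without CX5461 72 h replicate 2 the medians between 72 and 24 h were 0.22 for goblet and 0.50 for absorptive cell markers.

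**Figure D1:**
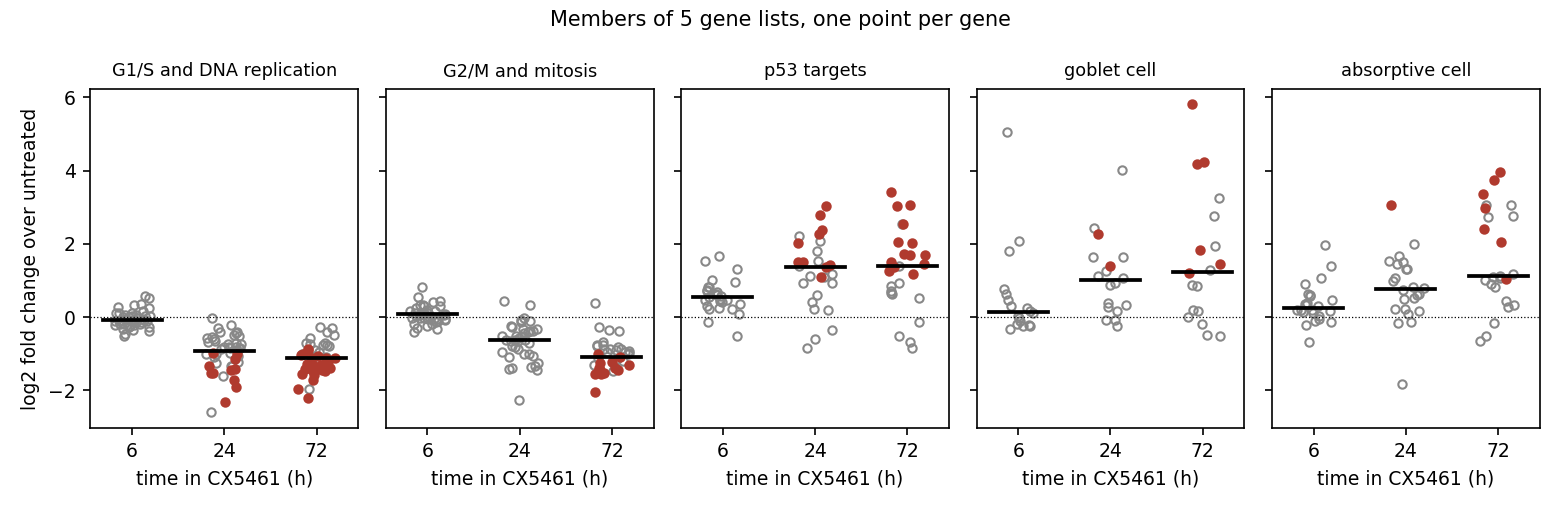
Log2 fold change over untreated cells (vertical axis) of each member of 5 gene lists after 6, 24 and 72 h in CX5461 (horizontal axis). Each point is a gene, filled red where its adjusted p from edgeR was under 0.05 and grey and open where not, and the black line is the list's median, which for the goblet cell markers was 0.14 at 6 h, 1.0 at 24 h (0.95 with 1 gene at a floor of 3 counts) and 1.24 at 72 h.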

As differentiation‐associated genes were one of the most significantly upregulated genes upon CX5461 treatment (Fig. 3B), we compiled two new gene sets of published markers for the characterization of intestinal differentiation state or stemness within intestinal mucosa, respectively. In an unbiased manner, we identified 93 potential genes, which characterize the specific cell types present within the intestinal mucosa. Expression of the differentiation gene set is highly enriched in WT mucosa vs. mucosa after APC depletion (Apc^fl/fl^; Fig. S3A,B). Vice versa, the stemness‐defining gene set is upregulated after the loss of APC. 

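After 72 h in CX5461, markers of mature goblet and absorptive cells were higher than in untreated LS174T cells. These lists were drawn up separately from the paper's gene sets, but their members SPINK4, REG4, MUC2, KRT20 and PLAC8 are marked in Fig. 3B. That figure shows these same libraries, so their direction is not independent evidence. Of 18 goblet cell markers, 6 were higher and none was lower at an adjusted p under 0.05 from edgeR (10 higher when adjusted over the list alone), with a median log2 fold change of 1.24, or 1.28 with CLCA1, at 3 counts or fewer in both groups, left out. SPINK4 lies on chromosome 9 of GRCh37 from 33218363 to 33248565 and had 430 ± 194 normalized counts (SD, n = 3) at 72 h and 7.48 ± 2.02 (SD, n = 3) in untreated cells, a log2 fold change of 5.81 (standard error 0.42, adjusted p = 6.06e-06 from edgeR). REG4 had a log2 fold change of 4.19 (standard error 0.33, adjusted p = 9.62e-06), and CREB3L1, a transcription factor of secretory cells, one of 1.84 (standard error 0.27, adjusted p = 0.00164).
Of 24 absorptive cell markers, 7 were higher and none was lower (9 higher when adjusted over the list alone), and the median log2 fold change was 1.11, or 1.98 without untreated replicate 1. CEACAM5 had 818 ± 95.0 normalized counts (SD, n = 3) at 72 h and 78.8 ± 31.9 (SD, n = 3) in untreated cells, a log2 fold change of 3.37 (standard error 0.32, adjusted p = 5.81e-05 from edgeR). CEACAM6, a related adhesion molecule, had a log2 fold change of 2.97 (standard error 0.41, adjusted p = 0.0011), and PLAC8 one of 3.96 (standard error 0.55, adjusted p = 0.0011). The ion transporter gene SLC26A3, whose counts follow those of IGF2R between libraries, had a log2 fold change of -0.17 (standard error 1.30, adjusted p = 0.973).
Of 18 markers of intestinal stem cells, 1 was higher and 2 were lower (1 higher and 4 lower when adjusted over the list alone), and the median log2 fold change was -0.56, or -0.45 with HOPX, which had no count in any library at 72 h, set to a floor of 3 counts over the group. Without untreated replicate 1 the median was -0.33 and without CX5461 72 h replicate 2 it was -0.87. RGMB, a BMP co-receptor, had a log2 fold change of -1.39 (standard error 0.24, adjusted p = 0.00463 from edgeR). For the stem cell marker OLFM4 it was -2.46 (standard error 0.63, adjusted p = 0.0397), and for CD44, a receptor for hyaluronan, 1.09 (standard error 0.27, adjusted p = 0.037). The call of OLFM4 was lost without untreated replicates 1, 2 and 3 in turn (adjusted p = 0.119, 0.0898 and 0.0831), CX5461 6 h replicate 2 (0.0611), 24 h replicate 3 (0.055) and 72 h replicates 1, 2 and 3 (0.111, 0.098 and 0.0868). That of CD44 was lost without the untreated replicates (0.102, 0.108 and 0.105), CX5461 6 h replicate 2 (0.0501), 24 h replicate 1 (0.0517) and 72 h replicates 1, 2 and 3 (0.0908, 0.0674 and 0.116). A replicate block ended both calls (0.0856 for OLFM4 and 0.0633 for CD44), and that of OLFM4 also ended in a model of the 2 groups (0.0628). Of the alternatives added after the data were seen, the GC correction (-2.31, adjusted p = 0.0599) and leaving out the 3 libraries highest in IGF2R (-1.99, 0.0762) ended that of OLFM4.
Compared with all other genes, camera gave adjusted p = 3.48e-13 for goblet cell markers, 1.27e-12 for absorptive cell markers and 0.00572 for stem cell markers at 72 h (adjusted p = 0.000473, 0.000473 and 0.0333 with an estimated correlation). At 24 h, 2 goblet cell markers were higher (6 when adjusted over the list alone), the absorptive markers had 1 member higher (3 when adjusted over the list alone) with a median of 0.77 (0.80 with 1 gene near 0 left out, 0.38 without CX5461 24 h replicate 2), and 2 stem cell markers were lower with a median of -0.31. The adjusted p from camera was 9.21e-05, 0.00255 and 0.0297 (adjusted p = 0.0158, 0.0306 and 0.0853 with an estimated correlation), and the stem cell list did not pass without CX5461 24 h replicate 1 (0.0759). The goblet cell markers called at 24 h were SPINK4 and KLK1, and each kept its call in 7 of 12 fits with 1 library left out. The absorptive marker PLAC8 kept its call in 8 of these fits, and the stem cell markers OLFM4 and RGMB in 6. At 6 h no marker of these lists passed. With the trend with GC content and gene length removed, the medians at 72 h were 1.07, 1.26 and -0.60.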

Applying these gene sets on LS174t cells uncovered that treatment with the RNAPOL1 inhibitor CX5461 induced a differentiated cellular phenotype (Fig. 3D). From these data, we concluded that treatment with CX5461 may induce differentiation in CRC cells.

**Fig. 3:**
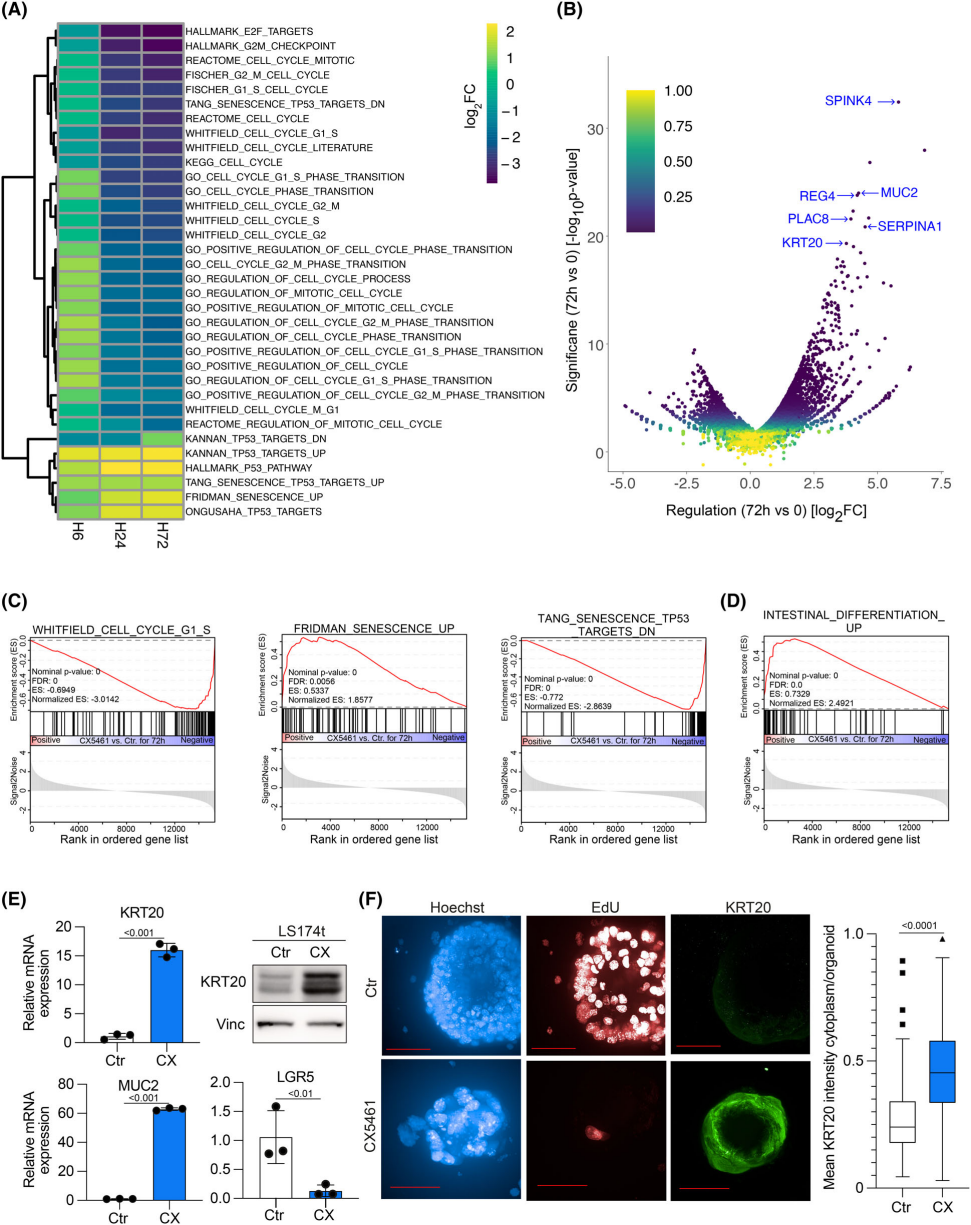
CX5461 induces differentiation and features of senescence in CRC cells. (A) RNA‐Seq of LS174t cells treated with CX5461 or control vehicle for 6, 24, and 72 h. Heatmap depicting regulated gene sets (*n* = 3 biological replicates). (B) Volcano plot comparing RNA‐Seq results of 72 h CX5461 treatment to Ctr samples by plotting log_2_FC on the *x*‐axis and −log10*P*‐value (significance of change in expression) on *y*‐axis. (C) GSEA enrichment plots of annotated gene sets for cell cycle and senescence in CX5461 treated cells (72 h) in comparison to control samples. (D) GSEA enrichment plots of a gene set comprising differentiation‐associated genes of intestinal mucosa/CRC in CX5461 treated cells (72 h) in comparison to control samples. (E) mRNA expression of *KRT20*, *MUC2*, and *LGR5* (left upper and lower panels) in CX5461 (500 nm for 72 h) treated LS174t cells relative to cells treated with a control vehicle; immunoblot of KRT20 (right upper panel) in LS174t cells treated with CX5461 (500 nm for 72 h) or control vehicle. Data show mean ± SD. Results are representative of three independent experiments, with similar results obtained; unpaired, two‐tailed *t*‐test. (F) Left panel: Immunofluorescence staining for Hoechst, EdU, and KRT20 in MTOs treated with CX5461 (500 nm for 96 h); scale bar 50 μm; Right panel: Quantification of KRT20 staining in MTOs comparing CX5461 treatment condition to control the situation (*n* = 50 individual organoids); unpaired, two‐tailed *t*‐test.

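After 72 h in CX5461, 591 genes were higher and 314 lower than in untreated cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. SERPINA1, which encodes the protease inhibitor alpha-1-antitrypsin, lies on chromosome 14 of GRCh37 from 94843084 to 94857030 and had 145 ± 25.1 normalized counts (SD, n = 3) at 72 h and 6.32 ± 1.13 (SD, n = 3) in untreated cells. Its log2 fold change was 4.49 (standard error 0.40, adjusted p = 3.29e-05 from edgeR). The noncoding RNA LINC02303 had one of 4.63 (standard error 0.31, adjusted p = 3.28e-06). AQP3, a channel for water and glycerol, had one of 4.03 (standard error 0.41, adjusted p = 9.51e-05). The surface protein gene LY6D had 121.5 ± 13.5 normalized counts (SD, n = 3) at 72 h and 0.987 ± 1.01 (SD, n = 3) in untreated cells.
WDR76, a nuclear protein of the DNA damage response, had 38.8 ± 4.05 normalized counts (SD, n = 3) at 72 h and 186 ± 29.1 (SD, n = 3) in untreated cells, a log2 fold change of -2.25 (standard error 0.28, adjusted p = 0.000419 from edgeR). MIR17HG, the host transcript of a growth-promoting microRNA cluster, had a log2 fold change of -2.08 (standard error 0.34, adjusted p = 0.00336). MYB, a transcription factor of progenitor cells, had one of -1.85 (standard error 0.34, adjusted p = 0.00712) and DNA2, a helicase and nuclease of DNA replication, one of -1.84 (standard error 0.29, adjusted p = 0.00263). For each gene named here, every library at 72 h lay on the same side of every untreated library. The rule for naming the highest and lowest genes required this, so it is no further evidence.
At 24 h, 124 genes were higher and 51 lower than in untreated cells. EDN2, an endothelin, had a log2 fold change of 4.48 at 24 h (standard error 0.41, adjusted p = 0.000111 from edgeR) and PTCHD4, a p53-induced membrane protein, one of 4.03 (standard error 0.35, adjusted p = 5.84e-05). At 6 h no gene passed the quasi-likelihood test. At an unadjusted p under 0.05 there were 471 genes, 2.4% of those tested and fewer than this threshold gives by chance. DESeq2 called 5 higher and 3 lower at 6 h and edgeR's exact test 3 higher and 1 lower.
Without untreated replicates 2 and 3 in turn, the genes higher at 72 h numbered 229 and 229 and the lower genes 58 and 56. Without CX5461 72 h replicates 2 and 3 the higher genes numbered 299 and 317, and without CX5461 72 h replicates 1, 2 and 3 the lower genes 166, 83 and 105. At 24 h the higher and lower genes numbered 29 and 2 without untreated replicate 2, 32 and 3 without untreated replicate 3. They numbered 196 and 114 without CX5461 6 h replicate 1, 195 and 116 without CX5461 6 h replicate 3 and 79 and 23 without CX5461 72 h replicate 3. Without CX5461 24 h replicates 1, 2 and 3 they numbered 72 and 29, 66 and 6, and 43 and 1. The higher genes numbered 68 without untreated replicate 1, and the lower genes 31 without CX5461 6 h replicate 2. DESeq2 called 1063 higher and 827 lower at 72 h and 526 and 501 at 24 h, and edgeR's exact test 911 and 523 at 72 h and 320 and 236 at 24 h. After removal of each library's trend with GC content and gene length, 524 genes were higher and 365 lower at 72 h, and 612 of the 905 calls remained with the same sign.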

Two well‐described markers of differentiation in CRC—KRT20 and MUC2—scored in the top 1% of upregulated genes upon CX5461 treatment (Fig. 3B). 

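KRT20, a keratin of differentiated enterocytes, lies on chromosome 17 of GRCh37 from 39032141 to 39041494. It had 430 ± 168 normalized counts (SD, n = 3) after 72 h in CX5461 and 31.8 ± 16.1 (SD, n = 3) in untreated cells, a log2 fold change of 3.75 (standard error 0.46, adjusted p = 0.000373 from edgeR's quasi-likelihood test). MUC2, the main secreted mucin of goblet cells, lies on chromosome 11 from 1074875 to 1104416. Its count was 1300 ± 754 (SD, n = 3) at 72 h and 68.9 ± 26.8 (SD, n = 3) in untreated cells, a log2 fold change of 4.23 (standard error 0.48, adjusted p = 0.000217 from edgeR). Every library at 72 h lay above every untreated library for both genes.
Among the 9632 genes with a log2 fold change above 0 at 72 h, MUC2 ranked 36 and KRT20 ranked 49 by p-value, in the top 0.37% and 0.51%. By log2 fold change they ranked 57 and 99, in the top 0.59% and 1.03%. At 6 h neither gene passed the test, with log2 fold changes of 0.11 for KRT20 and 0.26 for MUC2. At 24 h their log2 fold changes were 0.51 for KRT20 (adjusted p = 0.574 from edgeR) and 1.07 for MUC2 (adjusted p = 0.253). With the share of IGF2R and LINGO1 as a covariate, added after the data were seen, MUC2 was called at 24 h (1.47, adjusted p = 0.0128). Without CX5461 72 h replicate 2, the ranks by p-value lay in the top 0.26% for KRT20 and 0.12% for MUC2, and without untreated replicate 3 in the top 0.29% and 0.22%. With filterByExpr, which tests fewer genes, they lay lower, in the top 0.79% for KRT20 and 0.59% for MUC2. With a mean count over 10, KRT20 lay in the top 0.82%.

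**Figure D2:**
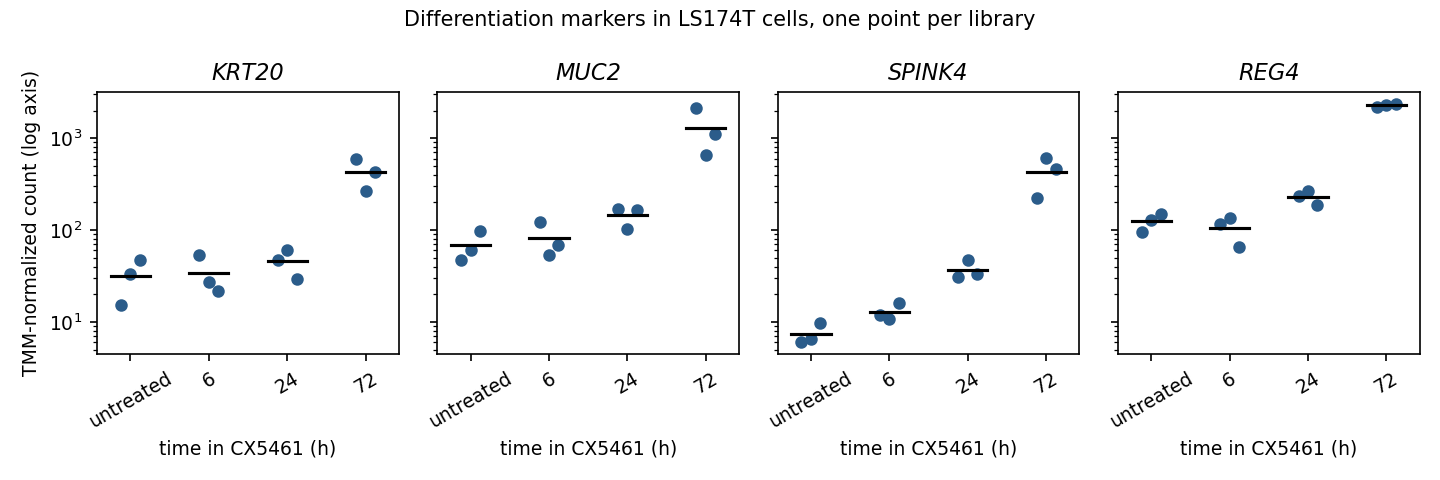
TMM-normalized counts (vertical log axis) of KRT20, MUC2, SPINK4 and REG4 in untreated cells and after 6, 24 and 72 h in CX5461 (horizontal axis). Each point is a library and each line the mean of a group. The 3 libraries at 72 h lie between 263.8 and 600.1 for KRT20 and between 650.9 and 2128 for MUC2, and the highest of the other 9 libraries lies at 60.0 for KRT20 and at 169.1 for MUC2.

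From its gene sets of intestinal differentiation and stemness, the paper proposes that treatment with CX5461 may induce differentiation in CRC cells.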

We validated these findings from RNA‐Seq followed by GSEA on mRNA and protein levels. In this context, treatment of LS174t cells with CX5461 for 72 h led to a strong upregulation of KRT20 and MUC2, while LGR5 was significantly downregulated (Fig. 3E). Furthermore, we analyzed the effect of CX5461 treatment on MTOs. While organoids treated with a control vehicle showed normal EdU incorporation as a marker of undisturbed cell cycle progression and only slight staining for KRT20, strikingly, CX5461 treatment for 72 h completely abolished EdU incorporation and induced strong staining for KRT20 (Fig. 3F). In addition, four CRC cell lines showed comparable upregulation of KRT20 and MUC2 after 72 h (Fig. S3C).

Disturbances in ribosomal biogenesis either by lack of rRNA components or individual ribosomal proteins can lead to nucleolar disruption [29]. Nucleophosmin (NPM1) is a highly abundant and multifunctional protein mainly located in the granular component of the nucleolus that can shuttle to the nucleus and cytoplasm triggered by nucleolar stress [30, 31]. Immunofluorescence staining of CX5461‐treated LS174t cells showed a loss of the physiological granular nucleoli structure (seen in control cells), an increase of NPM1 staining in the entire nucleoplasm, and an aggregation of one or two NPM1‐stained larger structures within the nucleus, indicating disruption of nucleolar integrity upon CX5461 treatment (Fig. 4A). In line with the disruption of the nucleolus, the nuclear to cytoplasmic ratio of RPL23, RPL29, and RPS14 was significantly altered under CX5461 treatment (Fig. 4B), indicating that a reduction in rRNA synthesis leads to an alteration in the localization of these proteins. Correspondingly, immunofluorescent staining of the ribosomal protein RPL29 revealed its accumulation within large singular structures in the nucleus (Fig. 4C). Remarkably, NPM1 re‐location and nuclear aggregation of ribosomal proteins were only partially reverted after inhibitor washout for several days (Fig. 4A,B).

**Fig. 4:**
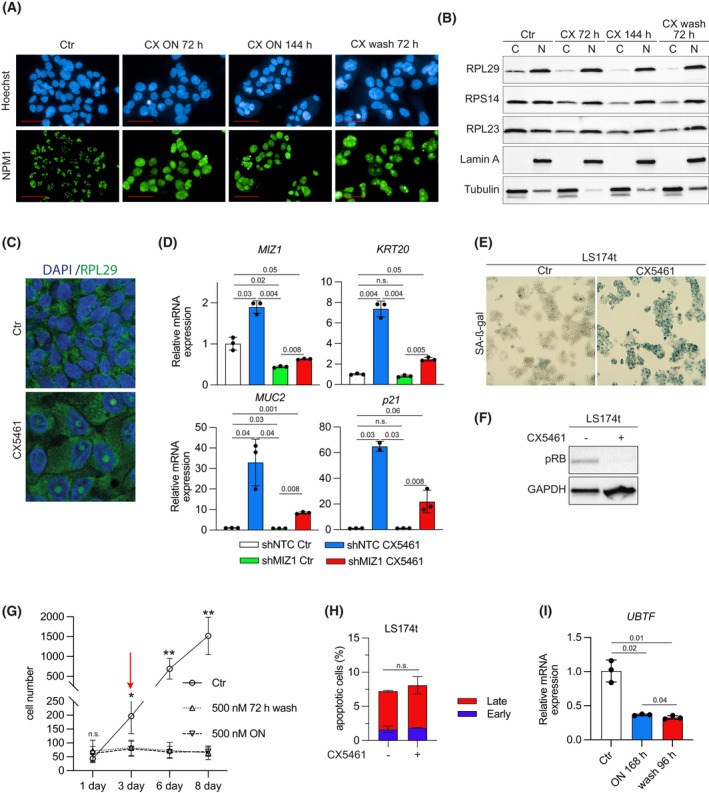
CX5461 induces terminal differentiation in a MIZ1‐dependent manner. (A) Immunofluorescence of LS174t treated with CX5461 (CX, 500 nm) or control vehicle for the indicated time (CX ON: CX5461 treatment for the indicated time in hours; CX wash: CX5461 treatment for 72 h followed by incubation for further 72 h after inhibitor washout), scale bar 50 μm. Images are representative of three independent experiments with similar results obtained. (B) Immunoblot of LS174t cells treated with CX5461 or control vehicle for indicated proteins after nuclear/cytoplasmic fractionation. The blot is representative of three independent experiments with similar results obtained. (C) Immunofluorescence of LS174t stained for ribosomal protein L29 (RPL29) and 4′,6‐diamidino‐2‐phenylindole (DAPI). Treatment for 7 days with CX5461 (500 nm) or a control vehicle. Images (100× magnification) are representative of two independent experiments with similar results obtained. (D) mRNA expression of *MIZ1*, *KRT20*, *MUC2*, and *CDKN1A* (p21) of shCTR transduced or MIZ1‐depleted LS174t cells after treatment with CX5461 (500 nm for 72 h) or control vehicle. Data show mean ± SD. Results are representative of three independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (E) Staining of LS174t cells for senescence‐associated β‐galactosidase activity after 7 days of treatment with CX5461 (500 nm) or control vehicle. Images (4× magnification) are representative of three independent experiments with similar results obtained. (F) Immunoblot of LS174t cells treated with CX5461 (500 nm for 7 days) or a control vehicle for indicated proteins. The blot is representative of two independent experiments with similar results obtained. (G) Growth curve of LS174t treated with CX5461 (500 nm) or a control vehicle. ‘ON’ marks the curve of cells treated with CX5461 all the time. Seventy‐two hours wash cells are initially treated with CX5461 for 72 h followed by an inhibitor washout and further incubation for indicated time without inhibitor. Timepoint 3 days (red arrow) marks the timepoint of treatment removal and change to inhibitor‐free medium when indicated (wash). Assessment of cell number was done every 24 h (*n* = 6 independent biological replicates for Ctr, *n* = 8 independent biological replicates for CX5461‐treated cells; error bars indicate SD (* = *P* < 0.01; ** = *P* < 0.001). (H) Annexin V/PI FACS analysis of LS174t cells treated with CX5461 (500 nm) or a control vehicle for 24 h. Early apoptotic cells were characterized by single annexin V staining; late apoptotic cells were characterized by staining for annexin V and PI. Data show mean ± SD. Results are representative of three independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (I) mRNA expression of *UBTF* in LS174t treated with CX5461 (CX, 500 nm) for 168 h or treated for 72 h before further incubation without inhibitor for another 96 h relative to the control vehicle. Data show mean ± SD. Results are representative of two independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test.

An imbalance of ribosomal biogenesis and the resulting re‐localization of NPM1 to the nucleoplasm induces MIZ1, a transcription factor with activating and suppressive functions depending on its binding partner [15, 32, 33, 34, 35]. MIZ1 has established roles in inducing p21CIP1 upregulation, cell cycle arrest, and cell differentiation [32, 36]. As treatment with CX5461 led to a strong induction of KRT20 and MUC2, we checked for another well‐characterized MIZ1‐associated cell cycle inhibitor (p21CIP1). In line with previous data, CX5461 led to a strong induction of p21 on mRNA and protein levels (Fig. S4A). Genetic depletion of MIZ1 using shRNAs targeting MIZ1 reduced its expression by approximately 50%. Strikingly, this knockdown significantly reduced the induction of KRT20, MUC2, and p21CIP1 upon CX5461 treatment (Fig. 4D). From these data, we conclude that CX5461 treatment‐associated induction of differentiation is at least partially mediated via MIZ1 in CRC.

In addition to cell differentiation and in line with the GSEA data showing induction of gene sets related to senescence, treatment with CX5461 for 7 days led to a strong increase in SA‐β‐gal staining (Fig. 4E). Furthermore, we observed additional markers of cell cycle arrest and senescence such as dephosphorylation of the mitotic marker p‐histone H3 (Ser10), loss of the E2F target MCM6 [37], and accumulation of cyclin D1 [38] (Fig. S4B) [39]. These markers were also found in MTOs (Fig. S4C). Four additional tested CRC cell lines also showed an increase in SA‐β‐gal staining after 7 days of treatment (Fig. S4D). According to previous reports that accumulation of free ribosomal proteins can induce senescence via the RB pathway, we observed a reduction in RB phosphorylation (Fig. 4F), an induction of RB gene sets within the GSEA after CX5461 treatment, and a reduced expression of MCM6, a downstream target of E2F signaling, which is negatively regulated by RB (Fig. S5A,B), indicating an activation of this signaling pathway with subsequent negative control of the cell cycle [32].

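MCM6, a subunit of the replicative helicase, is a target of E2F transcription factors and lies on chromosome 2 of GRCh37 from 136597196 to 136634013. In LS174T cells it had 151 ± 47.6 normalized counts (SD, n = 3) after 72 h in CX5461 and 698 ± 144 (SD, n = 3) in untreated cells. This is a log2 fold change of -2.21 (standard error 0.36, adjusted p = 0.00321 from edgeR), and every library at 72 h lay below every untreated library. At 6 h the log2 fold change was -0.46 and did not pass the test. At 24 h it was -2.33 (standard error 0.36, adjusted p = 0.00685 from edgeR), and the adjusted p was 0.0588 without CX5461 24 h replicate 3. The other subunits of the helicase, MCM2, MCM3, MCM4, MCM5 and MCM7, and the replication factor MCM10, singled out after their values were seen, had log2 fold changes of -1.46 to -0.91 at 72 h. All of them but MCM3 (adjusted p = 0.116 from edgeR) passed the test. RB1 itself had a log2 fold change of -0.60 (standard error 0.46, adjusted p = 0.587 from edgeR) and E2F1 one of -0.94 (standard error 0.51, adjusted p = 0.374), and neither passed. CCND1, which encodes cyclin D1, had 663 ± 320.5 normalized counts (SD, n = 3) at 72 h and 370.4 ± 66.7 (SD, n = 3) in untreated cells, a log2 fold change of 0.84 (standard error 0.37, adjusted p = 0.238). All values here are of mRNA at up to 72 h. The paper's immunoblots of phosphorylated RB, MCM6 and cyclin D1 measured protein after a longer treatment.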

Phenotypically, treatment with 500 nm CX5461 reduced cell growth and suppressed colony formation leading to terminal differentiation and features of senescence that persisted even after washout. As proof of terminal differentiation and inability to resume normal cell cycle, we incubated LS174t cells with 500 nm CX5461 for 72 h followed by a washout of the inhibitor and further incubation for several days. Strikingly, while cells treated with vehicle showed continuous cell growth, cells initially treated with CX5461 for 72 h did not resume proliferation even 5 days after washout of the inhibitor (Fig. 4G). As previously described, while we observed a cell cycle arrest, we did not see an induction of apoptosis upon CX5461 treatment in CRC cells (Fig. 4G,H). In line with the previously suggested model, that the ability of protein translation prevents differentiation, neither rDNA transcription nor protein translation was significantly restored after inhibitor washout (Fig. S5C,E). To further evaluate the observed continuous suppression of rDNA transcription we checked for the expression of RNAPOL1 components within the RNA‐Seq analysis after CX5461 treatment. While the expression of several components did not change, including POLR1A, approximal 75% are downregulated including UBTF (Fig. S5F). 

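After 72 h in CX5461, 1 of the subunits and initiation factors of RNAPOL1 was lower than in untreated cells by edgeR's quasi-likelihood test, and 17 did not pass. Of 18 components tested, 14 (77.8%) had a log2 fold change below 0, against 51.3% of all genes, and their median log2 fold change was -0.37. Without untreated replicate 2, 61.1% lay below 0 and the median was -0.13, and without untreated replicate 3 the median was -0.20. TAF1D, a subunit of the promoter selectivity factor, was lower at an adjusted p under 0.05 from edgeR (5.6% of the components), and it was also the component lower when adjusted over the list alone. UBTF, which binds the promoter of ribosomal DNA, lies on chromosome 17 of GRCh37 from 42282401 to 42298994 and had 306.5 ± 18.2 normalized counts (SD, n = 3) at 72 h and 499.9 ± 127 (SD, n = 3) in untreated cells. Its log2 fold change was -0.71 (standard error 0.30, adjusted p = 0.226 from edgeR), and every library at 72 h lay below every untreated library. POLR1A, the largest subunit, had a log2 fold change of 0.07 (standard error 0.32, adjusted p = 0.953), and POLR1B one of -0.46 (standard error 0.44, adjusted p = 0.696). TAF1D had 277 ± 49.1 normalized counts (SD, n = 3) at 72 h and 563 ± 121 (SD, n = 3) in untreated cells, a log2 fold change of -1.02 (standard error 0.27, adjusted p = 0.0422).
Against all other genes, the list had an adjusted p of 0.0717 at 72 h from camera (adjusted p = 0.425 with an estimated correlation), with 0.0203 without untreated replicate 1. In a setting added after the data were seen, it was 0.0276 without the 3 libraries highest in IGF2R, which include untreated replicate 1. By fry, a set test of a list against no change, the list did not pass (adjusted p = 0.153 at 72 h and 0.0962 at 24 h). At 24 h, 77.8% of the components had a log2 fold change below 0 and none passed edgeR's test over all genes or over the list alone, whereas DESeq2 called POLR1B lower (-1.38, adjusted p = 0.0456). The list's median at 24 h was -0.39 (adjusted p = 0.0169 from camera and 0.329 with an estimated correlation, 0.126 without CX5461 24 h replicate 2, 0.0825 with filterByExpr and 0.169 with a mean count over 10). It was -0.61 without untreated replicate 1, -0.24 with upper quartile scaling and -0.21 without untreated replicate 2 (adjusted p = 0.0733). Without the 3 libraries highest in IGF2R, a setting added after the data were seen, it was -0.46 (0.0579). At 6 h, 55.6% lay below 0 and the median was -0.06. The call of TAF1D was lost without untreated replicates 2 and 3 (adjusted p = 0.199 and 0.137), CX5461 24 h replicate 1 (0.0576) and CX5461 72 h replicates 1, 2 and 3 (0.126, 0.145 and 0.0729), with a replicate block (0.0566) and, added after the data were seen, with the trend with GC content removed (-0.63, 0.132).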

Strikingly, RTQ‐PCR showed a constant reduction in UBTF mRNA expression levels even after CX5461 washout for several days (Fig. 4I). In conclusion, these data argue that interfering with rDNA transcription via CX5461 leads to a differentiated cellular phenotype and induces features of senescence in a cellular setting of altered WNT pathway activity.

In our study, CX5461 induces both a differentiated cellular phenotype and features of senescence, but viable tumor cells remained after treatment. Therefore, we asked whether this induced phenotype could be exploited as a vulnerability by combinatory usage of agents that specifically kill cells with features of senescence and that have proven beneficial effects in several age‐related diseases [40]. Currently, Bcl‐2 family inhibitors like ABT‐263 (Navitoclax) are the most widely used drugs in this class [41]. To test our hypothesis, we treated LS714t cells with either CX5461 or navitoclax as a single treatment, or with both drugs combined in a sequential manner (Fig. 5A–C). Whereas single treatment with each drug had only marginal effects on cell viability, the sequential combination of both led to a significant reduction in cell viability (Fig. 5B,C). Consistent with previous data, treatment with CX5461 did not increase the percentage of cells positive for both annexin V and propidium iodide (PI), whereas navitoclax alone had a modest effect (Fig. 5B). Strikingly, consecutive treatment with both drugs led to a strong induction of apoptosis with over 80% annexin V/PI‐positive cells (Fig. 5C). We further validated the potential of combinatory treatment in four other cell lines. Comparable results were found validating that the combinational treatment has dramatic synergistic effects (Fig. S6A). This data argues that the CX5461‐induced growth arrest can have therapeutic potential in combination with drugs using this vulnerability in treating CRC. As the use of navitoclax is limited due to its adverse side effects such as thrombopenia, we took advantage of the recent observation that cardiac glycosides can induce senescence with few side effects [42, 43]. Ouabain is one of the best characterized cardiac glycosides that triggers cell death in oncogene‐induced and in therapy‐induced senescent cells [42]. Whereas treatment with ouabain alone had only marginal effects, it induced strong antiproliferative effects in cells pretreated with CX5461 (Fig. 5D,E and Fig. S5B). In line with these results, we also observed significant additive effects of CX5461 and Ouabain in human PDOs (T4 and T5; Fig. 5G).

**Fig. 5:**
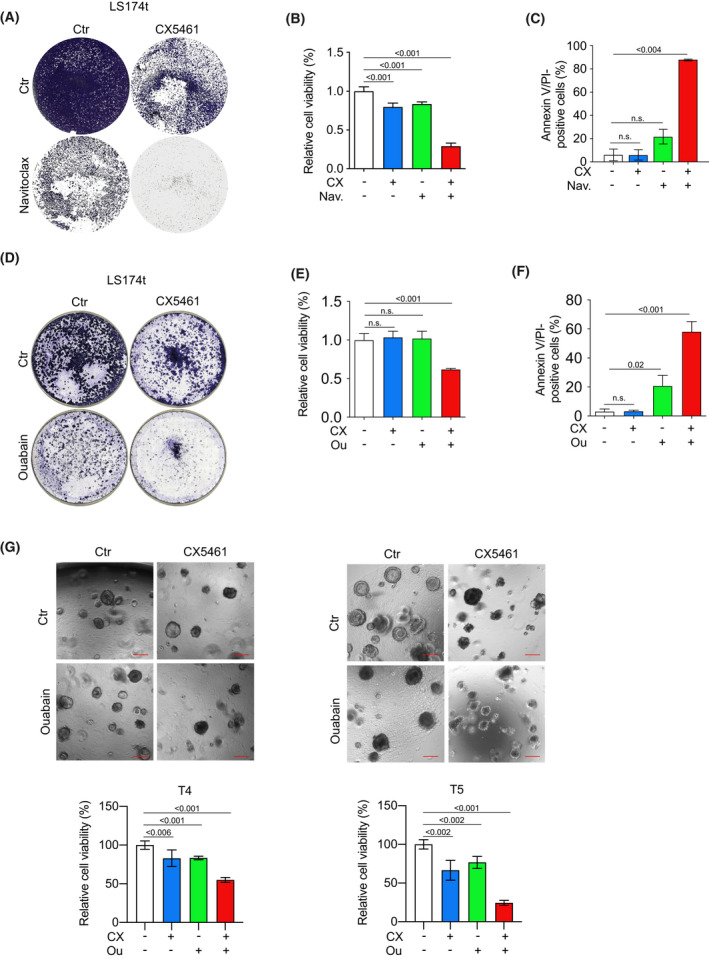
Sequential treatment of CRC cells with RNAPOLI inhibitor followed by a senolytic drug shows additive effects on cell viability. (A) Crystal violet staining of LS174t cells treated with control vehicle, CX5461 (500 nm) or Navitoclax (500 nm) as a single treatment or CX5461 and Navitoclax as a sequential treatment for 7 days. Images are representative of three independent experiments with similar results obtained. (B) Quantification of cell viability of LS174t cells treated with a control vehicle, CX5461 alone, Navitoclax alone or sequentially with CX5461 followed by a Navitoclax application using WST‐8 assay. Data show the mean of at least three technical replicates. Data are representative of three biologically independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test; error bars indicate SD. (C) Annexin V/PI FACS analysis of LS174t cells treated with a control vehicle, CX5461 alone (CX, 500 nm), Navitoclax alone (N, 500 nm) or sequentially with CX5461 followed by an additional application of Navitoclax for in total 7 days. Data show mean ± SD. Results are representative of three independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (D) Crystal violet staining of LS174t cells treated with control vehicle, CX5461 (500 nm) or ouabain (500 nm) as a single treatment or CX5461 and ouabain as a sequential treatment for 7 days. Images are representative of three independent experiments with similar results obtained. (E) Quantification of cell viability of LS174t cells treated with a control vehicle, CX5461 (CX, 500 nm) alone, ouabain (Ou, 500 nm) alone or sequentially with CX5461 followed by additional application ouabain for 3 days using WST‐8 Assay. Data show the mean of at least three technical replicates. Data are representative of three biologically independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test; error bars indicate SD. (F) Annexin V/PI FACS analysis of LS174t cells treated with a control vehicle, CX5461 (CX, 500 nm) alone, ouabain (Ou, 500 nm) alone or sequentially with CX5461 followed by an additional application of ouabain for in total 7 days. Data show the mean ± SD of three independent experiments; unpaired, two‐tailed *t*‐test. (G) Growth of PDO #4 and #5 after treatment with control vehicle, CX5461 (CX, 100 nm) single treatment, ouabain (Ou, 250 nm) single treatment or sequential treatment of CX5461 and ouabain. Treatment was started 2 h after seeding. Additional ouabain was added 3 days after the initial CX5461 treatment. Upper panel: Representative pictures. Scale bars, 200 μm. Lower panel: Viability of organoids treated as described assessed using CellTiter‐Blue assay. Data show the mean of four technical replicates for PDO #4 and six technical replicates for #5. Data are representative of at least three biologically independent organoid lines per genotype and experiments with similar results obtained; unpaired, two‐tailed *t*‐test, error bars indicate SD.

We next examined whether inhibition of RNAPOL1 transcription by CX5461 is effective for the treatment of CRC tumors *in vivo*. To this end, we used a well‐characterized xenograft tumor model [20]. Two million cells were injected subcutaneously into immune‐deficient nude mice. Tumor volume was determined on daily basis. When a tumor volume of 50 mm^3^ was reached, mice were randomly assigned to a single oral dose of CX5461 (50 mg·kg^−1^) per day or vehicle control. Whereas tumors in control mice showed an exponential growth curve over time, reaching the cut‐off volume of around 600 mm^3^ 20 days after randomization, tumors of CX5461‐treated mice showed strongly retarded tumor growth (Fig. 6A). To exclude cytotoxic effects of CX5461 treatment, we additionally measured several physiological parameters. Body weight, liver enzyme levels, and leukocytes and thrombocytes did not differ between CX5461‐treated and control groups, whereas red blood cell count and hemoglobin (Hb) showed a slight decrease after treatment with CX5461 (Fig. S6A,B). In tumors from mice treated with CX5461, we observed reduced expression of 45S pre‐rRNA, arguing that CX5461 is on target in the desired tissue area and successfully hits the tumor cells (Fig. 6B). In addition, tumors from CX5461‐treated mice had significantly reduced Ki67‐positive cells and significantly higher necrosis area (Fig. 6C,D).

**Fig. 6:**
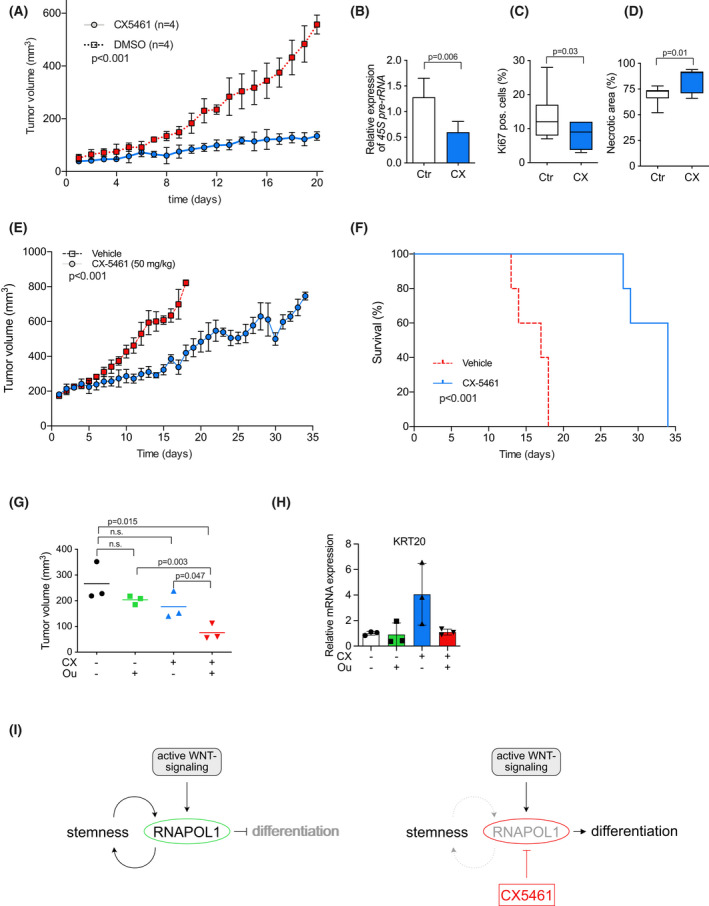
CX5461 inhibits tumor growth *in vivo* and additional treatment with ouabain has additional effects due to the clearing of senescent tumor cells. (A) Quantification of daily‐assessed tumor growth in a xenograft tumor model. When tumor size reached 50–60 mm^3^ after subcutaneous injection of tumor cells mice were randomized in a CX5461 (50 mg·kg^−1^ orally) or control vehicle treatment group. Two‐way ANOVA; data show mean ± SD of *n* = 4 mice per group. (B) Expression level of 45S pre‐rRNA in tumor tissue from mice described in (A) comparing CX5461 (CX, 50 mg·kg^−1^ orally) to control vehicle (Ctr) group analyzed by qPCR. Data show mean ± SD; unpaired, two‐tailed *t*‐test. (C) Quantitative analysis of the immunohistochemical staining for Ki67 in tumor xenografts by comparing CX5461 (CX, 50 mg·kg^−1^ orally) and control vehicle (Ctr) treated mice described in (A). Data show mean ± SD, unpaired, two‐tailed *t*‐test. (D) Quantitative analysis of the necrotic area in tumor xenografts by comparing CX5461 (CX) and control vehicle (Ctr) treated mice described in (A). Data show mean ± SD; unpaired, two‐tailed *t*‐test. (E) Quantification of daily‐assessed tumor growth in a xenograft tumor model. When tumor size reached 200 mm^3^ after subcutaneous injection of tumor cells mice were randomized in a CX5461 (CX, 50 mg·kg^−1^ orally) or control vehicle (Ctr) treatment group. Data show mean ± SD of *n* = 5 mice per group. Two‐way ANOVA. (F) Kaplan–Meier‐curve depicting survival of mice described in (E); Kaplan–Meier survival analysis. (G) Quantification of final xenograft tumor volume to show an increase in antitumor effect by the combination of CX5461 (CX) and ouabain (Ou). When tumor growth reached 100 mm^3^ mice were randomly assigned to a control group (*n* = 3), to an ouabain (1 mg·kg^−1^ i.p.) treatment group (*n* = 3) or to low‐dose CX5461 (30 mg·kg^−1^ orally) treatment group (*n* = 6). After 7 days, half of the CX5461‐treated mice received an additional 3 days of ouabain (*n* = 3); unpaired, two‐tailed *t*‐test; horizontal lines indicate mean. (H) mRNA expression level of *KRT20* in tumor tissue from mice described in (G). analyzed by qPCR (*n* = 3 mice); unpaired, two‐tailed *t*‐test, error bars indicate SD. Model explaining our findings. Active WNT signaling induces RNAPOL1 preventing differentiation and keeping stemness. Treatment with an RNAPOL1 inhibitor like CX5461 disrupts this feed‐forward loop and induces differentiation.

As CX5461 treatment blocked the growth of early tumors (Fig. 6A), we were also interested in whether CX5461 also has a therapeutic impact on advanced tumors. To evaluate this, we allowed tumors to grow to a volume of 200 mm^3^ and then randomized mice into control and CX5461 treatment groups. Whereas control tumors showed an exponential growth curve reaching the cut‐off value after 15 days, CX5461 treatment significantly limited tumor growth and increased the median survival time from 18 to 34 days (Fig. 6E,F).

Finally, we tested if treatment of CX5461 and subsequent treatment with ouabain also has a synergistic effect *in vivo*. When tumor growth reached 100 mm^3^ mice were randomly assigned to a control group (*n* = 3), to an ouabain treatment group (*n* = 3) or to a low‐dose CX5461 treatment group (*n* = 6). After 7 days, half of the CX5461‐treated mice received an additional 3 days of ouabain (*n* = 3). Strikingly, while treatment with low‐dose CX5461 or ouabain had only slight effects, ouabain application to CX5461‐pretreated tumors for 3 days significantly reduced tumor volume (*P* = 0.047; Fig. 6G). While control vehicle and ouabain‐treated tumors show similar levels of KRT20, this significantly increased with CX5461 treatment. Intriguingly, ouabain completely abolished the CX5461‐induced upregulation of KRT20, arguing that ouabain eliminates the differentiated/senescent cells induced by CX5461 treatment *in vivo* (Fig. 6H).

## 4 Discussion

Activation of WNT signaling increases global protein synthesis and induces the protein transcription machinery [6]. Using murine organoids with a defined genotype and patient‐derived organoids from CRC, we uncovered a significant upregulation of rDNA transcription to balance ribosome formation. Furthermore, we show that disruption of this balance leads to cellular differentiation with features of senescence in a MIZ1‐dependent manner, that can be targeted by small molecules to induce apoptosis selectively in CRC cells.

Protein translation is tightly controlled to maintain cellular homeostasis. A hallmark of tumor cells is an enhanced biosynthetic machinery, including upregulated rDNA transcription, ribosomal biogenesis, and protein synthesis rates. While protein translation in normal tissue withstands severe disturbances, it is strictly balanced in tumor tissue and even slight changes can lead to reduced cell growth or death. In line with this, several studies have shown that mice that are haplo‐insufficient/hypomorphic for translation initiation factors or ribosomal proteins or in which these have been inhibited by small molecules show normal physiology but dramatically reduced tumor growth [2, 3, 5, 7].

Recently, it has been shown that there is a heterogenous capacity for protein translation in CRC leading to zonation of proliferating, and protein‐synthesizing and silent cells. This zonation is marked by the expression of RNAPOL1/POLR1A and functionally defines cell stemness independent of LGR5. Genetic depletion of POLR1A or treatment with a POLR1A degrader induces loss of stemness in CRCs and leads to an inability to form tumors *in vivo* [15].

We now translate these basic findings into a positive feed‐forward loop with even short interruptions leading to a long‐lasting therapeutic effect.

Several reports have suggested that rRNA synthesis is enhanced in malignant tissue including CRC [16, 44]. Strikingly, we show now that components of rDNA transcription machinery and 45S pre‐rRNA are elevated in CRC due to ubiquitous activation of the WNT signaling pathway. These high RNAPOL1 machinery levels prevent differentiation and keep stemness. A short‐term interruption of RNAPOL1 activity by the usage of CX5461 is sufficient to induce differentiation in cells with persisting aberrant WNT pathway activation. Once this differentiation is induced, cells seem to be unable to re‐enter the normal cell cycle even after inhibitor washout, which at least partially restores nucleolus formation.

In line with the fact that RNAPOL1 machinery defines stemness, we observed high UBTF and POLR1A expression within the bottom of crypts in normal mucosa, the stem cell compartment and only a low expression within the upper part of the crypts.

Differentiation and senescence are suggested to be possible goals for cancer therapeutics as chemotherapy or radiotherapy. Our data now show that the small molecule CX5461 has terminal differentiation as a therapeutic endpoint in CRC. In addition, we found features of senescence as a cellular phenotype after chronic treatment with CX5461 comparable to the findings of Mars et al. [45]. So far, genetic loss of POLR1A has not been proven to be linked to senescence.

Clearance of tumor cells showing features of senescence has been proposed to improve therapeutic outcomes [46]. We also confirm here that ouabain, a cardiac glycoside (CG), acts in this way as previously suggested in age‐related senescence [42, 43]. Besides ouabain, there are several structurally related CGs such as digitoxin and digoxin, which are in daily clinical use. Interestingly, it has been shown that digoxin can inhibit tumor growth in mice [47]. In line with this, retrospective population‐based studies also suggest a positive effect of CGs in solid cancer patients [48].

The findings reported here have broader implications. It has been shown that the oncoprotein MYC is the main downstream target of activated WNT signaling and is essential to maintain CRC tumor growth [10, 36]. Virtually all tumors besides CRC display deregulated MYC expression and activity, arguing that approaches to identify critical pathways in MYC‐driven cancers have enormous therapeutic potential. Taking this into consideration, it can be speculated that targeting rDNA transcription to induce a vulnerable cellular phenotype with subsequent application of senolytics can have widespread applicability.

Our results are in line with the use of CX5461 in other cancer entities. It has been shown that CX5461 induces cell growth arrest and senescence in a p53‐dependent manner. Although we observe the same phenotype, it seems to be p53‐independent as we found it in both p53 wild‐type and p53‐deleted/−mutated background [16, 26]. In addition, it has recently been shown that an accelerated tumor development in Apc^min^ mice lacking the zinc‐finger protein 545, a transcriptional repressor for rRNA synthesis, can be reverted by CX5461 [49]. Besides the mechanism proposed by us, that CX5461 reduces rRNA synthesis, there are additional reports that suggest how CX5461 functions, e.g., by poisoning topoisomerase II or by stabilizing G‐quadruplex DNA structures and, therefore, causing DNA damage [50, 51, 52].

## 5 Conclusions

In conclusion, we showed that activated WNT signaling upregulates rDNA transcription machinery, which renders CRC highly vulnerable to RNAPOL1 inhibition. RNAPOL1 inhibition by the small molecule CX5461 in CRC leads to a cellular phenotype marked by differentiation and features of senescence, which can be further targeted by senolytic drugs to completely clear the tumor (Fig. 6I).

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

CO, CK, SS, AR, C‐TG, EW, ME, and AW conceived and designed the project. CO, CK, SS, KU, AB, SD, MTR, FR, CPA CS‐V, MED, and AW acquired the data. CO, CK, SS, AB, AR, FR, CPA, MED, C‐TG, EW, ME, and AW analyzed and interpreted the data. CO, CK, SS, C‐TG, EW, ME, and AW wrote the paper.

### Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13265.

## Supporting information

**Fig. S1.** Oncogenic activation of WNT pathway upregulates RNAPOL1 machinery and its functional activity. (A) RNA‐Seq followed by GSEA of gene expression changes in APC^def^ and APC^res^ cells (48 h ethanol and doxycycline treatment, respectively). Enrichment plots of indicated gene sets are displayed. Calculation of the normalized enrichment score (NES) is based on a weighted running sum statistic and computed as part of the GSEA methodology. A Kolmogorov–Smirnov test with 1000 permutations was used to calculate *P* values that were then corrected for multiple testing using the Benjamini–Hochberg procedure (FDR). (B) RNA‐Seq analysis comparing intestinal mucosa from WT mice to mucosa from mice with a bi‐allelic deletion of APC or APC^def^ and APC^res^ cells (48 h ethanol and doxycycline treatment, respectively), and analysis from the TCGA database comparing human WT mucosa with CRC samples. (C) mRNA expression of RNAPOL1 subunits (*Polr1a* and *Polr1b*) and components of RNAPOL1 preinitiation complex (*Rrn3* and *Ubtf*) in Apc^fl/fl^ murine organoids relative to the expression level in WT organoids analyzed via qPCR. Data show mean ± SD of technical replicates. The results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (D) mRNA expression of RNAPOL1 subunits (*POLR1A* and *POLR1B*) and components of RNAPOL1 preinitiation complex (*RRN3* and *UBTF*) in different CRC cell lines relative to the expression level in normal human colon mucosa analyzed via qPCR. Data show mean ± SD of technical replicates. The results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test; *P* < 0.01 relative to normal human colon mucosa. (E) Analysis of the expression of RNAPOL1 subunits in data sets (Oncomine) from human CRCs (TT) relative to normal tissue (NT). Unpaired, two‐tailed t‐test. (F) 45S pre‐rRNA expression in different CRC cell lines relative to normal human colon mucosa analyzed via qPCR. The results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test; *P* < 0.01, relative to normal human colon mucosa. Click here for additional data file.

**Fig. S2.** CX5461 does not impair RNAPOL2 and RNAPOL3 function. (A) Immunoblot of LS174t cells treated with CX5461 (500 nm) or a control vehicle for 24 h of indicated proteins. The blot is representative of 2 independent experiments with similar results obtained. (B) Expression levels of 5S rRNA and 7SL RNA in LS174t treated with CX5461 (500 nm) or control vehicle (Ctr) for 24 h analyzed via qPCR (representative of 2 independent experiments with similar results obtained); unpaired, two‐tailed *t*‐test. Click here for additional data file.

**Fig. S3.** CX5461 induces differentiation in CRC cells. (A) RNA‐Seq followed by GSEA of gene expression changes in murine Apc‐deleted vs. Apc WT mucosa. Heatmaps depicting regulation of genes of intestinal differentiation status in Apc‐deleted vs. WT situation. Calculation of the normalized enrichment score (NES) is based on a weighted running sum statistic and computed as part of the GSEA methodology. A Kolmogorov–Smirnov test with 1000 permutations was used to calculate *P* values that were then corrected for multiple testing using the Benjamini–Hochberg procedure (FDR). (B) GSEA enrichment plots comparing intestinal mucosa from WT mice to mucosa from mice with a bi‐allelic deletion of Apc. (C) mRNA expression of *KRT20* and *MUC2* in HCT116, DLD1, HT29, and SW480 cells treated with CX6461 (CX, 500 nm for 72 h) or a control vehicle (Ctr). Data show mean ± SD. Results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. Click here for additional data file.

**Fig. S4.** CX5461 induces features of senescence in CRC cells. (A) mRNA expression and immunoblot of *CDKN1A*/p21 in LS174t cells treated with CX5461 (CX, 500 nm for 72 h) or a control vehicle (Ctr). Data show mean ± SD. Results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (B) Immunoblot of LS174t cells treated with CX5461 (500 nM) or a control vehicle for 7 days for indicated proteins. The blot is representative of 3 independent experiments with similar results obtained. (C) Immunoblot of MTOs treated with CX5461 (500 nm) or a control vehicle for 7 days for indicated proteins. The blot is representative of 2 independent experiments with similar results obtained. (D) Staining of DLD1, HCT116, HT29, and SW480 cells for senescence‐associated β‐galactosidase activity after 7 days of treatment with CX5461 (500 nm) or a control vehicle. Images are representative of 2 independent experiments with similar results obtained; scale bar 200 μm. (E) Expression levels of 45S pre‐rRNA in LS174t treated with CX5461 (500 nm for indicated time) or control vehicle analyzed via qPCR. ‘ON’ samples are treated all the time with CX5461; ‘wash 72 h’ samples are treated with CX5461 for 72 h and further incubation for 72 h after inhibitor washout. Results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (F) Quantification of O‐propargyl‐puromycin (OPP) incorporation to measure protein synthesis rate in LS174T cells treated with control vehicle (Ctr), CX5461 (CX, 500 nm for indicated time). Cells were incubated with 20 μm Click‐iT OPP for 30 min. Protein translation was blocked by cycloheximide (CHX, 178 nm) and added to the cells 15 min before OPP incubation. Shown is one experiment with technical replicates representative of 2 independent experiments with similar results. (G) RNA‐Seq of LS174t cells treated with CX5461 or control vehicle for 6, 24, and 72 h. Heatmap depicting regulated RNAPOL1 machinery‐associated genes. Click here for additional data file.

**Fig. S5.** CX5461 induces RB signaling in CRC cells. (A) RNA‐Seq of LS174t cells treated with CX5461 or control vehicle for 6, 24, and 72 h. Heatmap depicting regulated gene sets (left). GSEA enrichment plots (right) of annotated gene sets for RB signaling in CX5461‐treated cells (72 h) in comparison with control samples. (B) Immunoblot of LS174t cells treated with CX5461 (500 nm for 7 days) or a control vehicle for indicated proteins. The blot is representative of 2 independent experiments with similar results obtained. (C) Expression levels of 45S pre‐rRNA in LS174t treated with CX5461 (500 nm for indicated time) or control vehicle analyzed via qPCR. ‘ON’ samples are treated all the time with CX5461; ‘wash 72 h’ samples are treated with CX5461 for 72 h and further incubation for 72 h after inhibitor washout. Results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed *t*‐test. (E) Quantification of O‐propargyl‐puromycin (OPP) incorporation to estimate protein synthesis rate in LS174T cells treated with control vehicle (Ctr), CX5461 (CX, 500 nm for indicated time). Cells were incubated with 20 μm Click‐iT OPP for 30 min. Protein translation was blocked by cycloheximide (CHX, 178 nm) and added to the cells 15 min before OPP incubation. Shown is one experiment with technical replicates representative of 2 independent experiments with similar results (DLD1 and HCT116 10× magnification; HT29 and SW480 40× magnification). (F) RNA‐Seq of LS174t cells treated with CX5461 or control vehicle for 6, 24, and 72 h. Heatmap depicting regulated RNAPOL1 machinery‐associated genes. Click here for additional data file.

**Fig. S6.** Sequential treatment of CRC cells with RNAPOLI inhibitor followed by a senolytic drug shows additive effects on cell viability. (A) Crystal violet staining of HCT116, DLD1, HT29, and SW480 cells treated with control vehicle, CX5461 (500 nm) or Navitoclax (500 nm) as single treatment or CX5461 and Navitoclax as sequential treatment for 7 days. Images are representative of 3 independent experiments with similar results obtained. (B) Crystal violet staining of HCT116, DLD1, HT29, and SW480 cells treated with control vehicle, CX5461 (500 nm) or ouabain (500 nm) as single treatment or CX5461 and ouabain as sequential treatment for 7 days. Images (2.5× magnification) are representative of 3 independent experiments with similar results obtained. Click here for additional data file.

**Fig. S7.** CX5461 does not impair normal *in vivo* homeostasis. (A) Development of body weight of CX5461 and control vehicle‐treated mice described in Fig. 6A. Body weight was assessed daily for *n* = 4 mice per group. (B) Analysis of liver enzymes GOT and GPT in serum samples, and leucocytes, thrombocytes, red blood cells, and hemoglobin parameter (Hb) from mice described in Fig. 6A. Time point of taking blood samples was at the end of the experiment by cardiac puncture of *n* = 4 mice per group. Click here for additional data file.

**Table S1.** shRNA sequences
**Table S2**. Antibodies used in immunofluorescence, immunohistochemistry, and immunoblotting
**Table S3**. Primers used for qPCR. Click here for additional data file.

## Data Availability

All data are available from the authors on request. RNA‐Seq data are available from GEO IDs GSE204749 and GSE106858.

# Supplementary material for: RNA polymerase I inhibition induces terminal differentiation, growth arrest, and vulnerability to senolytics in colorectal cancer cells
**Source:** Mol Oncol. 2022 Jul 1;16(15):2788–809. doi: 10.1002/1878-0261.13265

A

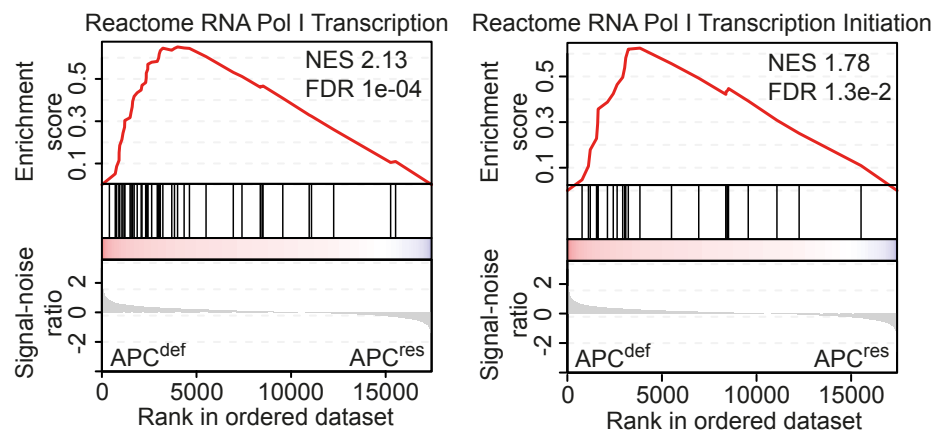

B

| Gene Set                                                   | TCGA |       | Apc <sup>fl/fl</sup> |       | SW480 APC <sup>def</sup> |       |
|------------------------------------------------------------|------|-------|----------------------|-------|--------------------------|-------|
|                                                            | NES  | FDR   | NES                  | FDR   | NES                      | FDR   |
| Reactome RNA Polymerase I Transcription Initiation         | 1.43 | 0.433 | 2.11                 | 0     | -                        | -     |
| Reactome RNA Polymerase I Promoter Escape                  | 1.35 | 0.191 | 1.59                 | 0.035 | -                        | -     |
| Reactome RNA Pol I Transcription Termination               | 1.17 | 0.211 | -                    | -     | 1.82                     | 0.009 |
| GO Transcription Initiation from RNA Polymerase I Promoter | 1.19 | 0.210 | 1.99                 | 0     | -                        | -     |
| GO Transcription Elongation from RNA Polymerase I Promoter | 1.20 | 0.297 | 2.04                 | 0     | -                        | -     |

C

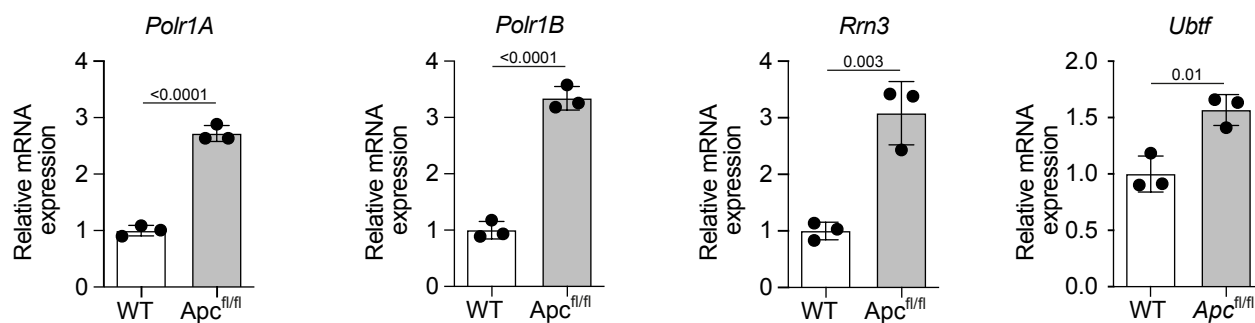

D

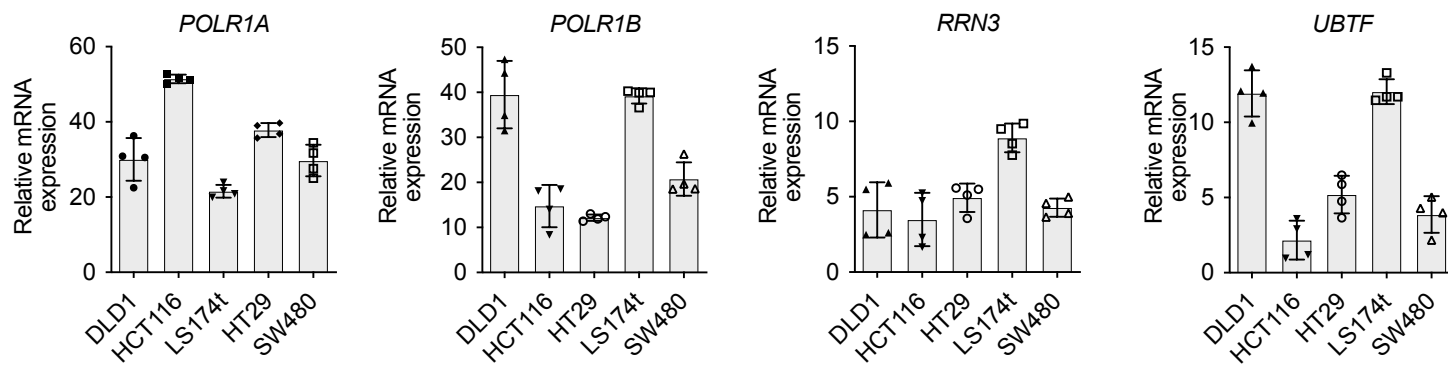

E

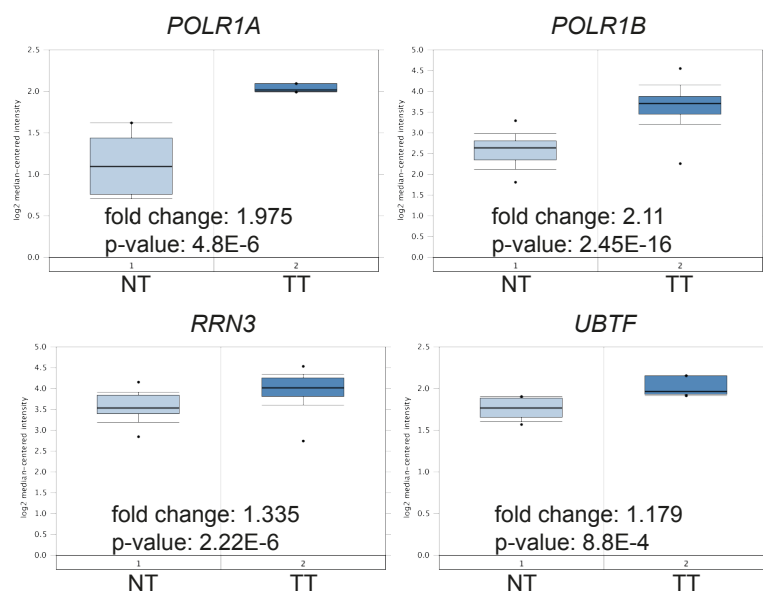

F

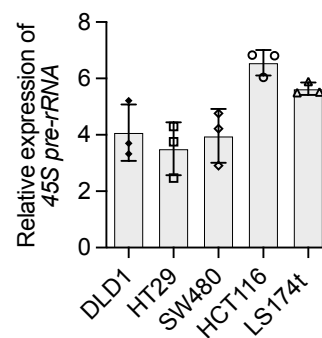

**Supplement:** Supplementary file 1 — Fig. S1. Oncogenic activation of WNT pathway upregulates RNAPOL1 machinery and its functional activity. (A) RNA‐Seq followed by GSEA of gene expression changes in APCdef and APCres cells (48 h ethanol and doxycycline treatment, respectively). Enrichment plots of indicated gene sets are displayed. Calculation of the normalized enrichment score (NES) is based on a weighted running sum statistic and computed as part of the GSEA methodology. A Kolmogorov–Smirnov test with 1000 permutations was used to calculate P values that were then corrected for multiple testing using the Benjamini–Hochberg procedure (FDR). (B) RNA‐Seq analysis comparing intestinal mucosa from WT mice to mucosa from mice with a bi‐allelic deletion of APC or APCdef and APCres cells (48 h ethanol and doxycycline treatment, respectively), and analysis from the TCGA database comparing human WT mucosa with CRC samples. (C) mRNA expression of RNAPOL1 subunits (Polr1a and Polr1b) and components of RNAPOL1 preinitiation complex (Rrn3 and Ubtf) in Apcfl/fl murine organoids relative to the expression level in WT organoids analyzed via qPCR. Data show mean ± SD of technical replicates. The results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed t‐test. (D) mRNA expression of RNAPOL1 subunits (POLR1A and POLR1B) and components of RNAPOL1 preinitiation complex (RRN3 and UBTF) in different CRC cell lines relative to the expression level in normal human colon mucosa analyzed via qPCR. Data show mean ± SD of technical replicates. The results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed t‐test; P < 0.01 relative to normal human colon mucosa. (E) Analysis of the expression of RNAPOL1 subunits in data sets (Oncomine) from human CRCs (TT) relative to normal tissue (NT). Unpaired, two‐tailed t‐test. (F) 45S pre‐rRNA expression in different CRC cell lines relative to normal human colon mucosa analyzed via qPCR. The r

# Supplementary material for: RNA polymerase I inhibition induces terminal differentiation, growth arrest, and vulnerability to senolytics in colorectal cancer cells
**Source:** Mol Oncol. 2022 Jul 1;16(15):2788–809. doi: 10.1002/1878-0261.13265

A

INTESTINAL\_STEMNESS  
\_DEFINING

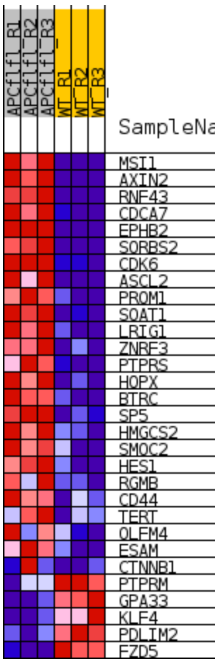

INTESTINAL\_DIFFERENTIATION\_  
UP

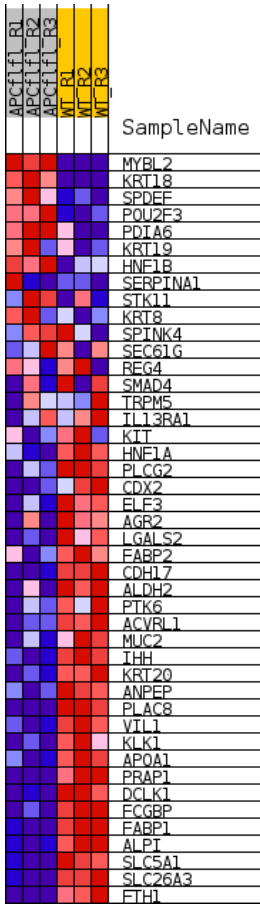

B

INTESTINAL\_DIFFERENTIATION\_  
UP

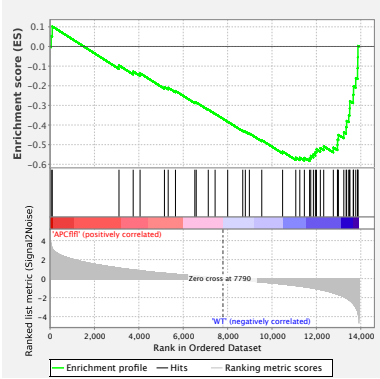

INTESTINAL\_STEMNESS  
\_DEFINING

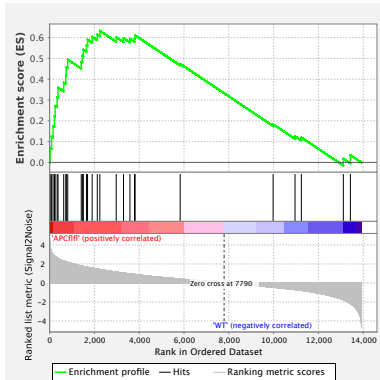

C

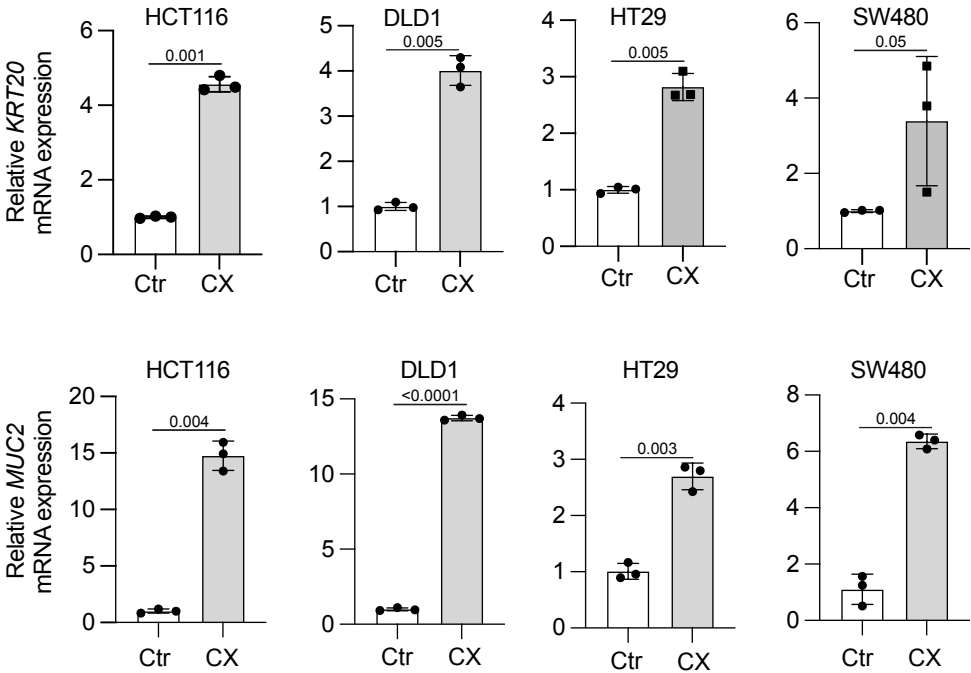

**Supplement:** Supplementary file 3 — Fig. S3. CX5461 induces differentiation in CRC cells. (A) RNA‐Seq followed by GSEA of gene expression changes in murine Apc‐deleted vs. Apc WT mucosa. Heatmaps depicting regulation of genes of intestinal differentiation status in Apc‐deleted vs. WT situation. Calculation of the normalized enrichment score (NES) is based on a weighted running sum statistic and computed as part of the GSEA methodology. A Kolmogorov–Smirnov test with 1000 permutations was used to calculate P values that were then corrected for multiple testing using the Benjamini–Hochberg procedure (FDR). (B) GSEA enrichment plots comparing intestinal mucosa from WT mice to mucosa from mice with a bi‐allelic deletion of Apc. (C) mRNA expression of KRT20 and MUC2 in HCT116, DLD1, HT29, and SW480 cells treated with CX6461 (CX, 500 nm for 72 h) or a control vehicle (Ctr). Data show mean ± SD. Results are representative of 3 independent experiments with similar results obtained; unpaired, two‐tailed t‐test.

# Supplementary material for: RNA polymerase I inhibition induces terminal differentiation, growth arrest, and vulnerability to senolytics in colorectal cancer cells
**Source:** Mol Oncol. 2022 Jul 1;16(15):2788–809. doi: 10.1002/1878-0261.13265
**Supplement:** Supplementary file 8 — Table S1. shRNA sequences Table S2. Antibodies used in immunofluorescence, immunohistochemistry, and immunoblotting Table S3. Primers used for qPCR.

| pGIPZ or pInducer10 shMiz1 #1 | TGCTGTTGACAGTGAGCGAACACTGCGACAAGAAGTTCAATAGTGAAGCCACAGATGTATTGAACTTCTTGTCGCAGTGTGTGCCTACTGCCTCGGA |
| --- | --- |
| pGIPZ or pInducer10 shMiz1 #5 | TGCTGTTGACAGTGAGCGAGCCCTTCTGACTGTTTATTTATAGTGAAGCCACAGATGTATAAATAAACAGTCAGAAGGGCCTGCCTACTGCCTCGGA |

**Supp. Tab. 1shRNA sequences**

|  | *company / catalog no.* | *dilution* | *used for* |
| --- | --- | --- | --- |
| Rabbit anti-Krt20 | Cell Signaling Technology / 13063 | 1:100  1:500  1:1000 | Immunofluorescence  organoids  cells  immunoblot |
| Rabbit anti-Ki67 | Abcam / Ab15580 | 1:500 | immunohistochemistry |
| Mouse anti-NPM1 | Abcam / AB10530 | 1:500 | immunofluorescence |
| Rabbit anti-POLR1A | Sigma-Aldrich / HPA031513 | 1:200 | immunohistochemistry |
| Rabbit anti-RPL29 | GeneTex / GTX101833 | 1:500 | immunofluorescence |
| Rabbit anti-UBTF | Sigma-Aldrich / HPA006385 | 1:200 | immunohistochemistry |
| Mouse anti-VCL | Sigma-Aldrich / V9131 | 1:2000 | immunoblot |
| ECL-anti-rabbit IgG horseradish  Peroxidase | GE Healthcare / Fisher  Scientific GmbH / 1079-4347 | 1:15000 | immunoblot |
| ECL-anti-mouse IgG horseradish  peroxidase | GE Healthcare / Fisher  Scientific GmbH / 1019-6124 | 1:15000 | immunoblot |
| Anti rabbit immunoglobulins/HRP | DAKO / P 0448 | 1:200 | immunohistochemistry |
| Anti rabbit IgG Alexa-Fluor | Cell Signaling Technology | 1:2000 | immunofluorescence |
| Goat anti-mouse IgG (H+L) highly cross-  adsorbed secondary antibody, Alexa  Fluor 488 | Thermo Fisher Scientific / A-11029 | 1:400 | immunofluorescence |
| Goat anti-rabbit IgG (H+L) highly cross-  adsorbed secondary antibody, Alexa  Fluor 488 | Thermo Fisher Scientific / A-11034 | 1:400 | immunofluorescence |
| Mouse Anti Human α-Tubulin | Sigma-Aldrich | T6074 | immunoblot |
| Mouse Anti Human GAPDH (GAPDH-71.1) | Sigma-Aldrich | G9295 | immunoblot |
| Mouse Anti Human Lamin A (133A2) | Cell Signaling Technology | 86846 | immunoblot |
| Rabbit Anti Human Cyclin D1 | Cell Signaling Technology | 2922 | immunoblot |
| Rabbit Anti Human MCM6 | Bethyl Laboratories | A300-194A-M | immunoblot |
| Rabbit Anti Human Phospho-Histone H3 (Ser10) | Invitrogen | 44-1190G | immunoblot |
| Rabbit Anti Human Phospho-Rb (Ser795) | Cell Signaling Technology | 9301 | immunoblot |
| Rabbit Anti Human Phospho-Rpb1 CTD (Ser2) | Cell Signaling Technology | 3499 | immunoblot |
| Rabbit Anti Human RPL23 | Proteintech | 16086-1-AP | immunoblot |
| Rabbit Anti Human RPL29 | GeneTex | GTX101833 | immunofluorescence |
| Rabbit Anti Human RPS14 | Bethyl Laboratories | A304-031A-T | immunoblot |
| p21 Waf1/Cip1 (12D1) | Cell Signaling Technology | 2947 | immunoblot |
| Mouse Anti Human POL II (Rpb1) | Santa Cruz | sc-55492 | immunoblot |

**Supp. Tab. 2 Antibodies used in immunofluorescence, immunohistochemistry and for immunoblotting**

|  | *forward* | *reverse* |
| --- | --- | --- |
| **ACTB** | cctcgcctttgccgatcc | ggatcttcatgaggtagtcagtc |
| **B2M** | gtgctcgcgctactctctc | gtcaacttcaatgtcggat |
| **CDKN1A/P21** | cgatgccaacctcctcaacga | tcgcagacctccagcatcca |
| **GAPDH** | TCTCCTCTGACTTCAACAGCGAC | CCCTGTTGCTGTAGCCAAATTC |
| **KRT20 I** | aactgcaaaatgctcggtgt | caggccttggagatcagctt |
| **KRT20 II** | AACTAACGGAGCTGAGACGC | TGGTCTCCTCTAGAGTGTGCT |
| **LGR5** | cagcgtcttcacctcctacc | tccaggaagcggagactg |
| **MUC2** | caagatcttcatggggagga | gaacacggtggtcctcttgt |
| **POLR1A** | TCCTTCGGGATGTATTCGGC | CAGGCTGTCCAGGTATCGAG |
| **POLR1B** | CCTCAACACCGGGGAAAGTT | CACTCCCAGTGTCATTACTGC |
| **PPIA** | ggcaaatgctggacccaacaca | tgctggtcttgccattcct |
| **PPIA II** | tcctggcatcttgtccat | tgctggtcttgccattcct |
| **PPIA III** | cctaaagcatacgggtcctg | cactttgccaaacaccacat |
| **RPL0** | GCAATGTTGCCAGTGTCTG | GCCTTGACCTTTTCAGCAA |
| **RRN3** | GAAGAACCAGCTGTTAGATCCAGA | AGAACGGAATTCTAGCAGCCA |
| **45 S pre-rRNA I** | CTCGCCAAATCGACCTCGTA | GCTAGCTGCGTTCTTCATCG |
| **45 S pre-rRNA II** | CCGCGCTCTACCTTACCTACCT | GCATGGCTTAATCTTTGAGACAAG |
| **45 S pre-rRNA III** | ggttcgaggcggtttgagt | gacgtgcgctcaccgag |
| **47 S pre-rRNA** | cgacctgtcgtcggagag | ggacgcgcgagagaacag |
| **UBTF** | GCACCTGGACCTCTGGGTTA | CGCAGCTTGGTCATGCTCTT |
| **ZBTB17/MIZ1** | GACCCCACTTCCAAGATGC | GGCCTTCAGGTTCCCTACC |
| **5S rRNA** | GGCCATACCACCCTGAACGC | CAGCACCCGGTATTCCCAGG |
| **7SL I** | GGGCTGTAGTGCGCTATGC | CCCGGGAGGTCACCATATT |
| **7SL II** | GTGTCCGCACTAAGTTCGGCATCAATATGG | TATTCACAGGCGCGATCCCACTACTGATC |
| **RPL0** | GCAATGTTGCCAGTGTCTG | GCCTTGACCTTTTCAGCAA |

**Supp. Tab. 3 Primers used for qPCR**

How the deposited data were processed for this re-analysis (not part of the article)

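RNA-seq counts of LS174T cells were analysed for untreated cells and for cells after 6, 24 and 72 h in 500 nM CX5461, with 3 biological replicates per group and 12 libraries. The authors selected poly(A) RNA, made libraries with the NEBNext Ultra kit, aligned the reads to hg19 and counted them per gene of Ensembl GRCh37 with summarizeOverlaps. They removed genes with a low mean count, and the values used here are their raw counts. The authors also made a table of log2 ratios of untreated over treated cells from TMM-normalized counts in edgeR, whose sign was turned for comparison. The p-values and adjusted p-values in that table were computed by the authors in edgeR for the same ratios. The strand setting of the counting and the authors' test and threshold are not stated in the paper's text. The total count per library was 2876149 to 3635901. All comparisons with untreated cells share the same 3 untreated libraries.

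The count table has 20054 lines. Dropping 5 repeats of an Ensembl identifier left 20049 genes, of which 19785 had a mean count over 1 and were tested and 264 did not. Of 4705 lines without a symbol, 4276 were named through their identifier and 429 kept it, and 23 symbols that had turned into dates were found through their identifier. Pseudogenes make up 2753 lines. Some symbols are given in their older form, such as IL8.

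The counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3, all 12 libraries in a single quasi-likelihood model of the group, with Benjamini-Hochberg adjustment and a threshold of 0.05. The p-values measure the spread between 3 biological replicates, and the common dispersion was 0.129. Comparisons were 6, 24 and 72 h with untreated cells, 24 h with 6 h and 72 h with 24 h. The standard errors are those of the fitted log2 fold changes, and the SDs those of TMM-normalized counts. The model was tested on simulated data in which 200 genes with a mean count of at least 10 were changed. Among these, it recovered 10, 9 and 7% of genes with a log2 fold change of 1 and 64, 58 and 52% of genes with 2 at 6, 24 and 72 h, and 2.6, 4.3 and 1.7% of its calls were false. Each simulated comparison changed only these 200 genes, and trends with GC content between libraries were not simulated. Same-group libraries differed by 5.32 to 90.81 times the variance of counting alone.

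The replicate numbers were not used as pairs. Among 18 pairs of libraries with the same number, the correlation over 8817 genes was -0.69 to 0.81, 8 exceeded 0.1, and 6 of 12 libraries were closest to one of their own number. With the number as a block, 498 genes were higher and 275 lower at 72 h.

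The comparisons, tests, 25 gene lists with 573 genes, alternatives and rule for named genes were set before the data were examined. Fig. 3B of the paper, which marks SPINK4, REG4, MUC2, PLAC8 and KRT20 of the goblet and absorptive lists, had been seen by then. Of the list genes, 461 have a row among the genes analysed here, and none of the mitochondrially encoded mRNAs has. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, and with fry, which tests a list against no change and not against other genes, adjusted over all lists of a comparison. Named are every gene that the paper names for its LS174T RNA-seq or measures in LS174T cells by another assay. Also named are at 72 h the 10 highest and 10 lowest and at 6 and 24 h the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean normalized count of at least 50 and every treated library on the same side of every untreated library. Up to 4 members of each list with the smallest adjusted p past the threshold are named as well. Where a list had more than 4 such members, those that kept their call without each library in turn are described in the text.

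Alternative settings were RLE and upper quartile scaling, DESeq2 1.42.0, edgeR's exact test, no filter on low counts, filterByExpr, a mean count over 10, a model of the 2 compared groups, a replicate block, an adjusted p under 0.01, leaving out each library in turn, RNAPOL1 components without the 5 shared subunits, and ranks by log2 fold change. A correction of each library's trend with GC content and gene length through offsets (splines 4.3.3), the same with a replicate block, leaving out the 3 libraries highest in IGF2R, and the share of IGF2R and LINGO1 as a covariate were added after the data were seen. Sequences were searched with BLAST+ 2.17.0, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.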

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

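The comparisons of 24 h with 6 h and of 72 h with 24 h were planned, and the counts under other splits of the libraries were made after the results were seen.

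At 24 h, 5 named genes of the cell cycle lists and the stem cell marker OLFM4 were lower than at 6 h, and 5 named genes of the p53, senescence, goblet and absorptive lists were higher, by edgeR's quasi-likelihood test between these groups. The log2 fold change at 24 h over 6 h was -1.63 for MCM10 (adjusted p = 0.0138), -1.40 for UHRF1 (0.0178), -1.76 for DTL (0.0181), -1.87 for MCM6 (0.0297) and -1.28 for MKI67 (0.0493). It was 1.78 for GDF15 (adjusted p = 0.0206), 2.61 for IL8 (0.00803), 1.89 for CXCL1 (0.00803), 1.36 for KLK1, a kallikrein of goblet cells (0.0362), 2.76 for PLAC8 (0.0313) and -3.62 for OLFM4 (0.0427). Without CX5461 6 h replicate 1 none of these 11 genes passed (adjusted p = 0.0515 to 0.156), and without CX5461 6 h replicate 2 or CX5461 24 h replicate 3 none but IL8 and CXCL1 passed (0.0585 to 0.116 and 0.0953 to 0.188). Without CX5461 24 h replicate 1 the calls of UHRF1, DTL, MCM6, MKI67, GDF15, KLK1 and OLFM4 were lost (adjusted p = 0.0627 to 0.152), and without CX5461 24 h replicate 2 those of MCM10, UHRF1, MCM6, MKI67, KLK1, PLAC8 and OLFM4 (0.0619 to 0.129). Calls were also lost without CX5461 6 h replicate 3 (MKI67 0.0792, GDF15 0.053, KLK1 0.0596, OLFM4 0.0585) and untreated replicate 2 (MCM6 0.0528, MKI67 0.0894, KLK1 0.0716, PLAC8 0.0521, OLFM4 0.074). Others were lost without untreated replicate 3 (MKI67 0.0539, KLK1 0.0618, OLFM4 0.0691), CX5461 72 h replicate 1 (MKI67 0.0557), CX5461 72 h replicate 2 (KLK1 0.0505, OLFM4 0.0569) and CX5461 72 h replicate 3 (MKI67 0.0824, KLK1 0.0681, PLAC8 0.0616, OLFM4 0.0726). A model of these 2 groups alone ended all 11 (0.0559 to 0.194). A replicate block ended MKI67, GDF15, PLAC8 and OLFM4 (0.0509 to 0.0847), no filter on low counts MKI67 (0.0507) and upper quartile scaling OLFM4 (0.0506). Of the settings added after the data were seen, leaving out the 3 libraries highest in IGF2R ended IL8 (2.11, adjusted p = 0.0568), CXCL1 (1.67, 0.0522), MKI67 (-1.22, 0.11), KLK1 (1.36, 0.098) and OLFM4 (-3.69, 0.0928). The GC correction ended MKI67 (-1.35, adjusted p = 0.0581), KLK1 (1.18, 0.0705) and OLFM4 (-3.47, 0.0501), and with a replicate block also PLAC8 (2.89, 0.0615).

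Of the lists, camera found G1/S (median -0.94), G2/M (-0.62), ribosome biogenesis (-0.39) and cholesterol synthesis (-0.62) lower at 24 h than at 6 h, and p53 targets (0.58), senescence (1.00), goblet cell markers (0.64), absorptive cell markers (0.42) and ribosomal proteins (0.46) higher. With an estimated correlation the adjusted p was 0.0211 for G1/S, 0.0266 for senescence and 0.0266 for goblet cell markers, and the call was lost for G2/M (adjusted p = 0.0689), p53 targets (0.0689), absorptive cell markers (0.0689), ribosome biogenesis (0.124), cholesterol synthesis (0.0682) and ribosomal proteins (0.378). The call of the absorptive list was also lost without CX5461 6 h replicate 3 (adjusted p = 0.0579), without CX5461 24 h replicate 2 (0.0767) and, in a setting added after the data were seen, without the 3 libraries highest in IGF2R (0.37, 0.114). By fry, which tests a list against no change, G2/M (adjusted p = 0.012), p53 targets (0.00632), absorptive cell markers (0.000853), ribosome biogenesis (0.0193) and cholesterol synthesis (0.00632) passed. Ribosomal proteins did not (adjusted p = 0.146 from fry).

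At 72 h, 6 named markers of goblet and absorptive cells were higher than at 24 h. Among them REG4, SPINK4, MUC2 and KRT20 are marked in Fig. 3B, which had been seen when the lists were drawn up. The log2 fold change at 72 h over 24 h was 3.31 for REG4, 3.53 for SPINK4, 2.88 for CEACAM5, 3.16 for MUC2 (adjusted p = 0.0159 from edgeR), 3.10 for CEACAM6 (0.00979) and 3.24 for KRT20 (0.0109). REG4, SPINK4 and CEACAM5 passed without each library in turn. The other 3 did not pass without CX5461 24 h replicate 1 (adjusted p = 0.0599 for each), replicate 2 (0.192 for MUC2, 0.128 for CEACAM6 and 0.0832 for KRT20) or replicate 3 (0.15 for MUC2, 0.145 for CEACAM6 and 0.15 for KRT20). MUC2 also did not pass in 2 settings added after the data were seen, without the 3 libraries highest in IGF2R (2.95, adjusted p = 0.186) and with the GC correction and a block (2.67, 0.0501).

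The lists that differed between 72 and 24 h by camera were goblet cell markers (median 0.40), absorptive cell markers (0.92), cholesterol synthesis (0.65, adjusted p = 0.016 with an estimated correlation), G2/M (-0.37), ribosomal proteins (-0.32), interferon-stimulated genes (0.55), lysosome (0.59) and replication-dependent histones (0.91). With an estimated correlation the call was lost for G2/M (adjusted p = 0.329), ribosomal proteins (0.552), interferon-stimulated genes (0.152), lysosome (0.329) and histones (0.152). Ribosomal proteins did not pass without CX5461 72 h replicate 1 (-0.10, adjusted p = 0.301), interferon-stimulated genes without CX5461 72 h replicate 2 (0.176) or with the GC correction and a block, added after the data were seen (0.59, 0.0606), and histones with filterByExpr (0.248) or a mean count over 10 (0.391). By fry, interferon-stimulated genes (adjusted p = 0.0208) and histones (0.035) passed, whereas G2/M (0.105), ribosomal proteins (0.364) and lysosome (0.105) did not.

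Lists for which the paper reports no values in LS174T cells differed from untreated cells by camera at its preset correlation. Ribosome biogenesis factors had a median log2 fold change of -0.19 at 6 h (adjusted p = 0.00581 from camera; adjusted p = 0.682 with an estimated correlation, 0.111 without untreated replicate 3, 0.394 without CX5461 6 h replicate 3 and, added after the data were seen, 0.0524 with the share of IGF2R and LINGO1 as a covariate), -0.48 at 24 h and -0.60 at 72 h. Genes of the unfolded protein response had a median of -0.35 at 6 h (adjusted p = 0.00117 from camera; adjusted p = 0.426 with an estimated correlation). By fry neither of these lists passed at 6 h (adjusted p = 0.537 for ribosome biogenesis and 0.378 for the unfolded protein response). Genes of cholesterol synthesis had a median of -0.63 at 24 h and histones one of 1.77 at 72 h. Interferon-stimulated genes had a median of 0.53 at 72 h and lysosomal genes one of 0.29, and both calls were lost with an estimated correlation (adjusted p = 0.0743 and 0.289).

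The count of genes past the threshold was 175 at 24 h, 905 at 72 h, 110 between 24 and 6 h and 10 between 72 and 24 h, and in each of these comparisons the highest of the other splits of the 6 libraries gave 0, so that 1 of 10 splits reached the real count. At 6 h the real count was 0 by edgeR, the highest other split gave 4 and all 10 of 10 splits reached the real count. With 10 splits the share is never under 0.05.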

How the results depend on the processing

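The correction for GC content and length, the same with a replicate block, leaving out the 3 libraries highest in IGF2R and the covariate were chosen after the data were seen, and the other settings were planned. The lists G1/S, G2/M, p53, senescence, goblet and absorptive cell markers at 72 h kept their direction and their call in all settings run, and counts of genes moved most. With 3 libraries per group, the model recovered few genes with a log2 fold change of 1 in simulated counts, which limits what a missing call says. The simulation changed 200 genes, whereas 905 were called at 72 h. The adjusted threshold is less strict where more genes change, so the recovery at 72 h may be higher than the simulated one. Unless the setting itself tests fewer genes or libraries, the cause of a change was not tested.

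RLE gave 52 genes lower at 24 h than at 6 h, and 72.2% of RNAPOL1 components below 0. Upper quartile scaling, which shifts the median of all genes by 0.15 at 24 h, 0.10 between 24 and 6 h and -0.12 between 72 and 24 h, gave 202 genes higher at 24 h, 136 higher at 24 h than at 6 h, 61.1% of components below 0 and KRT20 in the top 0.39%. The median of the RNAPOL1 list between 72 and 24 h was 0.03 with TMM, -0.02 with RLE and -0.08 with upper quartile scaling. DESeq2 gave 5 higher and 3 lower at 6 h, 526 and 501 at 24 h, 1063 and 827 at 72 h, 414 and 416 between 24 and 6 h, 137 and 41 between 72 and 24 h, 72.2% of components below 0 and MUC2 in the top 0.22%. The exact test gave 3 and 1 at 6 h, 320 and 236 at 24 h, 911 and 523 at 72 h, 244 and 186 between 24 and 6 h and 68 and 5 between 72 and 24 h. filterByExpr, with fewer genes tested, gave 214 and 103 at 24 h, 499 lower at 72 h, 170 and 82 between 24 and 6 h, 66.7% of components below 0, KRT20 in the top 0.79% and MUC2 in the top 0.59%. A mean count over 10 gave 238 and 122 at 24 h, 544 lower at 72 h, 184 and 99 between 24 and 6 h, 64.7% of components below 0, KRT20 in the top 0.82% and MUC2 in the top 0.61%. A model of the 2 compared groups gave 14 higher and 0 lower between 24 and 6 h, 17 higher between 72 and 24 h and MUC2 in the top 0.59%. The replicate block gave 77 lower at 24 h, 11 lower between 24 and 6 h, 0 of the components past the threshold, KRT20 in the top 0.78% and MUC2 in the top 0.23%. At an adjusted p under 0.01 there were 37 and 6 at 24 h, 238 and 65 at 72 h, 32 and 3 between 24 and 6 h and 6 higher between 72 and 24 h. An estimated correlation ended the call of G2/M at 24 h (median -0.63, adjusted p = 0.101). Without the 5 shared subunits 92.9% of components lay below 0, and ranked by log2 fold change KRT20 lay in the top 1.03% and MUC2 in the top 0.59%.

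The GC correction gave 199 higher and 118 lower at 24 h, 50 lower between 24 and 6 h, 1 lower between 72 and 24 h, 0 of the components past the threshold and MUC2 in the top 0.51%. With the block it gave 213 and 211 at 24 h, 1 lower between 72 and 24 h, 0 components past the threshold and MUC2 in the top 0.52%. Without the 3 libraries highest in IGF2R there were 777 lower at 72 h, the RNAPOL1 list had a median of -0.40 (adjusted p = 0.0276 from camera) and MUC2 lay in the top 0.90%. The covariate gave 3 and 1 at 6 h, 357 and 239 at 24 h, 1503 and 1051 at 72 h, 501 and 367 between 24 and 6 h, 65 and 2 between 72 and 24 h, 72.2% of components below 0, KRT20 in the top 0.17% and MUC2 in the top 0.10%.

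With each library left out in turn, the genes higher ranged from 0 to 0 at 6 h, 29 to 196 at 24 h, 229 to 736 at 72 h, 27 to 85 between 24 and 6 h and 5 to 26 between 72 and 24 h, and the genes lower from 0 to 0, 1 to 116, 56 to 471, 2 to 43 and 0 to 0. The medians ranged from -1.02 to -0.85 (24 h) and -1.22 to -1.02 (72 h) for G1/S, -0.75 to -0.54 (24 h) and -1.18 to -1.0 (72 h) for G2/M, 0.53 to 0.63 (6 h), 1.20 to 1.5 (24 h) and 1.32 to 1.5 (72 h) for p53 targets. They ranged from 0.92 to 1.27 for senescence, 1.15 to 1.30 (72 h) and 0.22 to 0.60 (72 over 24 h) for goblet, 1.01 to 1.98 (72 h) and 0.50 to 0.93 (72 over 24 h) for absorptive and -0.87 to -0.33 for stem cell markers, and all of these kept their call. The RNAPOL1 list ranged from -0.41 to -0.13 at 72 h, with a call without untreated replicate 1 (-0.41, adjusted p = 0.0203 from camera), its share below 0 from 61.1 to 77.8% and past the threshold from 0 to 5.6%. KRT20 ranged from the top 0.26 to 0.63% and MUC2 from 0.12 to 0.50%. Ribosomal proteins at 6 h reversed without CX5461 6 h replicate 2 (median -0.14, adjusted p = 0.00645 from camera, against 0.07 and 0.5), with 0.24 without CX5461 6 h replicate 1 as the highest value. Of the results for single genes with a library left out, 1630 kept their sign and their side of the threshold, 212 lost a call and 1 gained one. Another 41 changed sign or reached 0 with no call in either fit. For the other lists these numbers were 1156, 15, 18 and 82. The kept results include those with no call in the main fit, such as every named gene at 6 h, which could not lose one.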

Differences from the paper's values

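Every test in this part was planned, apart from the GC corrections, the covariate and the fit without the 3 libraries highest in IGF2R, which were chosen after the values were seen.

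For the share of RNAPOL1 components that were lower at 72 h, the paper's value is 75% and the value here is 5.6% when a component has to pass an adjusted p under 0.05 from edgeR, and the paper states no threshold. Each of the alternatives set before the data were examined differs from it in the same way, with 0 to 7.1%. Counted by a fold change below 0, the share is 77.8%, and neither this nor any of those alternatives (61.1 to 92.9%) differs from the paper's value by more than 1.5 times. This bound cannot tell the components from other genes, because the 51.3% of all genes below 0 at 72 h also lies within it. The components were taken from a list drawn up separately from the paper's figure, so the 2 shares may cover different genes.

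The paper names UBTF among the components that were lower. Its log2 fold change at 72 h was -0.71 (standard error 0.30, adjusted p = 0.226 from edgeR), with each of 3 treated libraries below each untreated library, and no setting run called it. The direction is that of the paper. In the authors' own table the log2 fold change of UBTF is -0.73 (adjusted p = 0.285). The paper also reports lower UBTF mRNA by qPCR on longer treatment and after washout, which these libraries do not cover.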

Other observations

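Among the tests of this part, the rRNA match, the runs of G or C and the correction for GC content and gene length had their outcomes written down before they were run, and time in CX5461, the runs of A or T, long genes and the overlap of genes were tested after the result was seen.

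Of 11 members of the BCL2 family, 3 were higher at 72 h and none was lower (4 higher and 3 lower when adjusted over the list alone), by edgeR's quasi-likelihood test. BCL2L1, which encodes the survival protein BCL-XL, had 534.3 ± 102 normalized counts (SD, n = 3) at 72 h and 192 ± 10.42 (SD, n = 3) in untreated cells, a log2 fold change of 1.47 (adjusted p = 0.00598). The apoptosis promoters BAX and BBC3 had log2 fold changes of 1.39 and 1.51 (adjusted p = 0.0268 and 0.0307). The call of BAX was lost without untreated replicates 2 and 3 (0.108 and 0.134) and CX5461 72 h replicates 2 and 3 (0.11 and 0.092). That of BBC3 was lost without untreated replicates 1, 2 and 3 (0.0632, 0.123 and 0.122) and CX5461 72 h replicates 1, 2 and 3 (0.068, 0.105 and 0.0614). The GC correction, added after the data were seen, ended both calls (0.90, adjusted p = 0.113 for BAX and 1.06, 0.0694 for BBC3). The list's median was 0.44 (adjusted p = 0.134 from camera). Genes of cholesterol synthesis had a median log2 fold change of 0.03 at 6 h, -0.63 at 24 h (17 of 19 below 0, adjusted p = 6.55e-06 from camera and 0.0397 with an estimated correlation) and 0.18 at 72 h (adjusted p = 0.573), and none passed over all genes at these times. Of 33 ribosome biogenesis factors, LTV1 was lower at 72 h (9 lower when adjusted over the list alone), with a list median of -0.60 (adjusted p = 3.88e-07 from camera and 0.0434 with an estimated correlation) and of -0.48 at 24 h (adjusted p = 7.16e-08 and 0.0397). LTV1 had a log2 fold change of -0.95 (adjusted p = 0.0356 from edgeR) and did not pass without untreated replicates 1, 2 and 3 (0.0593, 0.129 and 0.116) or CX5461 72 h replicates 1 and 2 (0.119 and 0.114), nor with a replicate block (0.0586). None of 73 ribosomal protein genes passed, with medians of 0.59 at 24 h and 0.29 at 72 h (adjusted p = 1.63e-08 and 0.0411 from camera; adjusted p = 0.354 and 0.726 with an estimated correlation). At 72 h the list did not pass without untreated replicates 1 and 3 (0.334 and 0.0503), CX5461 24 h replicate 2 (0.0607) or CX5461 72 h replicates 2 and 3 (0.832 and 0.127), nor with filterByExpr (0.052) or a model of the 2 groups (0.0595). Of the settings added after the data were seen, it did not pass in any: without the 3 libraries highest in IGF2R (0.20, adjusted p = 0.416), with the share of IGF2R and LINGO1 as a covariate (0.27, 0.0577), with the GC correction (0.21, 0.137) and with the same and a block (0.14, 0.122).

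At 72 h, 4 of 19 lysosomal genes were higher and none was lower (6 higher when adjusted over the list alone), among them the sialidase NEU1 with a log2 fold change of 1.99 (adjusted p = 0.00229 from edgeR). TPP1 (1.17, adjusted p = 0.00859) did not pass without untreated replicate 2 (0.0654), nor GAA (1.20, 0.0198) without untreated replicates 2 and 3 (0.106 and 0.112) or CX5461 72 h replicate 2 (0.0842). The list's median was 0.29 (adjusted p = 0.00222 from camera; adjusted p = 0.289 with an estimated correlation), and 0.06 without untreated replicate 1 (0.0536). Of 11 interferon-stimulated genes, IFI27 and IFI6 were higher (3.34 and 3.46, adjusted p = 0.000563 and 0.0042 from edgeR; 3 higher when adjusted over the list alone), with a median of 0.53 (adjusted p = 0.0142 from camera; adjusted p = 0.0743 with an estimated correlation). Of 13 histone genes, whose transcripts mostly lack a poly(A) tail, 3 were higher (4 when adjusted over the list alone), with a median of 1.77 (adjusted p = 0.00055 from camera and 0.0323 with an estimated correlation). HIST1H2AC had a log2 fold change of 2.57 (adjusted p = 0.00261 from edgeR), HIST1H2BK 2.00 (0.017, and 0.0538 without untreated replicate 2 and 0.0729 without CX5461 72 h replicate 3) and HIST1H1C 1.53 (0.03, and 0.0683, 0.146 and 0.0892 without untreated replicates 1, 2 and 3 and 0.136 and 0.07 without CX5461 72 h replicates 2 and 3). The GC correction, chosen after the data were seen, ended the calls of HIST1H2BK (1.57, adjusted p = 0.0559) and HIST1H1C (1.08, 0.118).

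Other lists did not pass at 72 h by camera. The median was 1.48 for tuft cell markers (11 genes, adjusted p = 0.107), -0.22 for WNT targets (15 genes, 0.573), -0.25 for RNAPOL3 components (20 genes, 0.108), -0.08 for the unfolded protein response (18 genes, 0.47), -0.95 for enteroendocrine cells (3 genes, 0.5) and 0.89 for Paneth cells (3 genes, 0.836). Fry, which tests a list against no change, gave the RNAPOL3 components an adjusted p of 0.0189 at 72 h and of 0.0235 at 24 h, where their median was -0.21. By edgeR over all genes, 2 tuft cell markers (3 higher and 1 lower when adjusted over the list alone), 1 WNT target and 1 gene of the unfolded protein response were higher, and 1 RNAPOL3 component was lower. The tuft cell markers, TRPM5 and ALOX5, kept their calls in 9 and 8 of 12 fits with 1 library left out. Markers of cell types not in the culture had medians of 1.24 for fibroblasts (5 genes, adjusted p = 0.244), -0.15 for leukocytes (5 genes, 0.762) and -0.29 for endothelial cells (4 genes, 0.892). DKK1, a secreted WNT inhibitor, had a log2 fold change of 2.80 (adjusted p = 0.00643 from edgeR, 0.0506 without untreated replicate 2). LMNB1, a nuclear lamin, had one of -1.83 (adjusted p = 0.0125), and did not pass without untreated replicates 2 and 3 (0.0544 and 0.0546) or CX5461 72 h replicates 2 and 3 (0.0678 and 0.0574).

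The stem cell marker LGR5 had 363 ± 68.0 normalized counts (SD, n = 3) at 72 h and 742 ± 279 (SD, n = 3) in untreated cells, a log2 fold change of -1.03 (standard error 0.33, adjusted p = 0.1 from edgeR). DESeq2 called it (adjusted p = 0.0139), as did the fit without untreated replicate 1 (0.0337), the fit without the 3 libraries highest in IGF2R (0.0138) and the covariate (0.0186).

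The authors' own table shares 12655 genes with those analysed here. At an adjusted p under 0.05 it holds 691 genes higher and 308 lower at 72 h, 342 and 134 at 24 h and 1 and 0 at 6 h. Among the same genes edgeR's quasi-likelihood test called 525 and 301 at 72 h, 110 and 48 at 24 h and 0 and 0 at 6 h, of which 444 and 198 at 72 h and 93 and 27 at 24 h are also called there, and none in the opposite direction.

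IGF2R and LINGO1 took a share of the counts that varied between libraries of the same group. The highest CPM of IGF2R in a group was up to 234.1 times the lowest, which argues against time in CX5461 as the whole cause, the longest match to 45S pre-rRNA was 0 bases, and the shorter of their longest runs of G or C was 8 bases, against a median of 9 in random genes. Of 5 explanations tried in sequence, 2 stay open. IGF2R, LINGO1 and SLC26A3 hold the 3 longest runs of A or T among 14519 genes (83, 79 and 73 bases), and the median correlation with IGF2R was higher by 0.65 in 11 genes with runs of at least 60 bases than in genes with short runs, although SLBP, INADL and RNF10 among them do not follow it (0.318, -0.358 and -0.886). The level of 294 long genes followed IGF2R over the 12 libraries (Spearman rho 0.99, p = 1e-05, the smallest that 100000 resamples can give), so priming on internal runs of A in unspliced RNA or in genomic DNA may account for the pattern, which no further test decided. The paper's methods include DNase I digestion on the column, which is meant to remove genomic DNA, and whether any remained was not tested.

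Calls at 72 h came with a difference in the trend of counts with GC content between untreated and treated libraries. With each library's trend with GC content and gene length removed, 612 of the 905 calls at 72 h (67.6%) remained, 413 higher and 199 lower, which argues against this trend as the whole cause of the calls. The share lies barely above the bound of 2 in 3 that had been set for it. With a replicate block as well, 540 calls (59.7%) remained. A part of the calls may therefore come from GC content, and which part stays open.

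Some genes of the lists have no row among the genes analysed here. Of 301 genes of 9 lists, 11 of 46 that lie at least 50% inside another gene (23.9%) and 7 of 255 others (2.7%) have no row, a ratio of 8.7 (Fisher's exact p = 4.9e-06). Counting that drops reads shared by overlapping genes may account for part of these, and the other 7 stay open.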
